# Effect of Synthetic Dietary Triglycerides: A Novel Research Paradigm for Nutrigenomics

**DOI:** 10.1371/journal.pone.0001681

**Published:** 2008-02-27

**Authors:** Linda M. Sanderson, Philip J. de Groot, Guido J. E. J. Hooiveld, Arjen Koppen, Eric Kalkhoven, Michael Müller, Sander Kersten

## Abstract

**Background:**

The effect of dietary fats on human health and disease are likely mediated by changes in gene expression. Several transcription factors have been shown to respond to fatty acids, including SREBP-1c, NF-κB, RXRs, LXRs, FXR, HNF4α, and PPARs. However, it is unclear to what extent these transcription factors play a role in gene regulation by dietary fatty acids *in vivo*.

**Methodology/Principal Findings:**

Here, we take advantage of a unique experimental design using synthetic triglycerides composed of one single fatty acid in combination with gene expression profiling to examine the effects of various individual dietary fatty acids on hepatic gene expression in mice. We observed that the number of significantly changed genes and the fold-induction of genes increased with increasing fatty acid chain length and degree of unsaturation. Importantly, almost every single gene regulated by dietary unsaturated fatty acids remained unaltered in mice lacking PPARα. In addition, the majority of genes regulated by unsaturated fatty acids, especially docosahexaenoic acid, were also regulated by the specific PPARα agonist WY14643. Excellent agreement was found between the effects of unsaturated fatty acids on mouse liver versus cultured rat hepatoma cells. Interestingly, using Nuclear Receptor PamChip® Arrays, fatty acid- and WY14643-induced interactions between PPARα and coregulators were found to be highly similar, although several PPARα-coactivator interactions specific for WY14643 were identified.

**Conclusions/Significance:**

We conclude that the effects of dietary unsaturated fatty acids on hepatic gene expression are almost entirely mediated by PPARα and mimic those of synthetic PPARα agonists in terms of regulation of target genes and molecular mechanism. Use of synthetic dietary triglycerides may provide a novel paradigm for nutrigenomics research.

## Introduction

Dietary fatty acids have multiple functions in the human body. They are an important energy source, form an essential part of the phospholipid bilayer of membranes, and function as precursors to several signaling molecules, such as the eicosanoids. A huge body of literature collected in the past few decades provides compelling evidence that changes in the dietary fatty acid composition can profoundly influence health and disease. For example, it is well established that replacing dietary saturated fatty acids with n-6 mono- and polyunsaturated leads to a decrease in plasma concentration of low density lipoprotein, which is a well-known risk factor for atherosclerosis [1]. Likewise, increased consumption of n-3 fatty acids, especially eicosapentaenoic acid and docosahexaenoic acid present in fish oil, is associated with decreased plasma triglyceride concentrations [2], may prevent against cardiac arrhythmias [3], and improves visual acuity in preterm infants [4]. Numerous molecular mechanisms may underlie the effects of dietary fatty acids on parameters of health. While historically the main focus was on changes in plasma membrane fluidity as a result of changes in phospholipid composition, the discovery of nuclear receptors has progressively shifted the emphasis to regulation of gene expression.

The superfamily of nuclear receptors encompasses a related but diverse set of transcription factors that share a number of structural and functional features [5]. They consist of a central DNA-binding domain that directs the receptor to specific DNA sequences within a gene promoter, and a ligand-binding domain, which can accommodate a variety of different compounds. Roughly, nuclear receptors can be divided into three main groups: the endocrine receptors that bind steroid hormones, the adopted orphan receptors that bind dietary lipids, and the orphan receptors, for which no ligand exists or still has to be identified [6]. The adopted orphan receptors share a common mode of action that involves heterodimerization with the nuclear Retinoid X Receptor (RXR). Binding of ligands to the receptor leads to recruitment of co-activators and dissociation of co-repressors, resulting in chromatin remodeling followed by initiation of DNA transcription. Adopted orphan receptors mainly function as lipid sensors by altering the rate of transcription of specific genes in response to changes in lipid concentration [6]. These lipids include oxysterols, bile acids, and fat soluble vitamins. In addition, many adopted orphan receptors have been shown to bind fatty acids and alter transcription in response to changes in fatty acid concentration and/or composition, including RXR, Peroxisome-Proliferator Activated Receptors (PPARα, β/δ and γ), Hepatic Nuclear Factor 4α (HNF-4α), Liver X Receptor (LXR) α and β, and Farnesoid X Receptor [7], [8]. Other receptors that mediate the effects of dietary fatty acids on gene expression include the Sterol Regulatory Element Binding Protein 1, and the Nuclear factor kappaB [7]. However, the relative contribution of all these receptors to fatty acid-dependent gene regulation in vivo remains completely unclear.

Here, we take advantage of a unique experimental design using synthetic triglycerides composed of one single fatty acid in combination with gene expression profiling to examine the effects of individual dietary fatty acids on hepatic gene expression in mice. By conducting these experiments in wild-type and PPARα −/− mice, we were able to explore the specific contribution of PPARα. We conclude that the effects of dietary unsaturated fatty acids on hepatic gene expression are almost exclusively mediated by PPARα and mimic those of synthetic PPARα agonists in terms of target genes regulation and molecular mechanism.

## Results

Mice that were fasted for 4 hours were given a single oral dose (400 µl) of synthetic triglycerides (TGs) consisting of one single fatty acid, followed by collection of tissues 6 hours thereafter (Figure 1). A parallel treatment in mice lacking PPARα was performed to enable estimation of the importance of PPARα in gene regulation by dietary fatty acids. The fatty acids studied were oleic acid (C18:1), linoleic acid (C18:2), linolenic acid (C18:3), eicosapentaenoic acid (C20:5), and docosahexaenoic acid (C22:6). No saturated fatty acids were included because triglycerides composed of common dietary saturated fatty acids are solid at room temperature and could not be administered orally. The 6-hour time point was chosen because in an independent oral fat load experiment, plasma triglyceride (TG) levels peaked 2 hours after the fat load and almost returned back to baseline after 6 hours (Figure S1A), indicating that at that point most of the fat bolus has been cleared from the blood and taken up by the tissues. Indeed, we observed that 6 hours after oral dosing plasma TG levels had almost returned to baseline (Figure S1B), and were similar in WT and PPARα −/− mice, suggesting no major differences in plasma TG kinetics between the various fatty acids and between WT and PPARα −/−. Also, no major differences in the rate of intestinal TG absorption were observed between WT and PPARα −/− mice (Figure S1C). Finally, while as expected liver TG levels were higher in the PPARα −/− mice compared to WT mice, in the WT mice liver TG levels were similar between the various fatty acids (Figure S1D). These data argue against major differences in metabolic processing of dietary fat between WT and PPARα −/− mice and between different dietary fatty acids.

**Figure 1:**
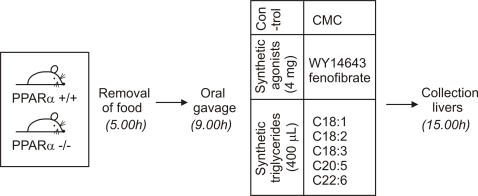
Schematic representation of dietary intervention. Wild-type and PPARα −/− mice fasted for 4 hours were given a single oral dose of different synthetic triglycerides composed of one single unsaturated fatty acid (400 µl), or one of the PPARα agonists WY14643 or fenofibrate (4 mg). After 6h, the livers were used for gene expression profiling using Affymetrix Mouse Genome 430 2.0 Microarrays (∼45000 probesets) on biological replicates. CMC = carboxymethyl cellulose.

The focus of the present study is on liver since we observed that, when expressed per gram organ weight, the liver and heart take up most of the fatty acids present in TG-rich lipoproteins (Figure S1E). A future publication will address the effect of dietary fatty acids on gene expression and the involvement of PPARs in heart.

### PPARα-dependent gene regulation by dietary unsaturated fatty acids

Expression profiling was carried out on individual mouse livers. 

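Liver RNA of 93 mice was measured on whole-genome Affymetrix arrays, 1 array per mouse. After 4 hours of fasting the mice received 400 µl of a triglyceride built from a single fatty acid, or 4 mg of WY14643 or fenofibrate, a pair of synthetic ligands of PPARα. PPARα is a nuclear receptor that switches on fatty acid oxidation in the liver, and PPARα −/− mice lack it. The livers were taken 6 hours after the gavage. The design description that accompanies the data divides the arrays into a first run and a later run with controls of its own. The first run held 3 WT controls, 4 WT mice given WY14643, and 5 WT mice for each of fenofibrate, oleic acid (C18:1), EPA (C20:5) and DHA (C22:6). Its PPARα −/− groups held 5 mice each, and 4 for C20:5. The later run held 4 controls of each genotype, 4 WT and 5 PPARα −/− mice given linoleic acid (C18:2), and 5 of each genotype given linolenic acid (C18:3). It also held 5 mice of each genotype given C10:0, the medium-chain capric acid. Of 3 probesets of Ppara, 1 separated the genotypes, with a log2 signal of at most 7.93 in the 48 PPARα −/− livers and of at least 8.10 in the 45 WT livers. The others overlapped, with up to 10.78 and 9.85 in PPARα −/− livers and down to 10.34 and 8.32 in WT livers. The sample labels give the controls and WY14643 mice of the first run a narrower range of ages than all other mice, so C18:1, C20:5, C22:6 and fenofibrate were compared with controls of another labelled range. They also give the 2 genotypes different substrains, so each difference between WT and PPARα −/− mice is also one of substrain. The authors' values are GC-RMA intensities on the linear scale, and their log2 was taken. The mean signal of an array lay between 471 and 483 in the first run and between 583 and 604 in the later run, so each treatment was compared only with the controls of its own run. The authors' table holds 11463 probesets that had passed their filter on the inter-quartile range (IQR). Of these, 51 control probesets were set aside, and 10349 had an IQR of at least 0.25 on the log2 scale over the 83 arrays of the 7 treatments reported. They include 9299 probesets with a single gene symbol, which stand for 6234 genes. All groups were fitted together with limma, and the error of each change was moderated across probesets. Changed probesets and genes were counted at an unadjusted p under 0.01 in limma's test, the threshold of the study, at which chance alone gives about 103 probesets per comparison. A single gene is said to rise or fall where its adjusted p (Benjamini-Hochberg) is under 0.05, and changes are given on the log2 scale. With only the 2 groups compared in the fit, 131 of 540 values of named genes lost such a call and 0 gained one. Gene lists and the rule for choosing the genes named were fixed before the data were examined. The number of arrays limits the precision, and the 3 WT controls of the first run enter 5 of the 7 comparisons in WT mice.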

Use of Affymetrix Mouse Genome 430 2.0 Arrays (whole mouse genome array), which contain more than 45000 probesets corresponding to over 34000 genes, allows for a genome-wide analysis of the number of significantly changed genes in the various treatment groups. After inter-quartile range (IQR) filtering, 11463 probesets (equivalent to 7231 genes) were left for analysis. A regularized t-test was performed to analyze changes in gene expression between the control and oral triglyceride group. The regularized t-test statistic has the same interpretation as an ordinary t-test statistic, except that the standard errors have been moderated across genes, i.e. shrunk to a common value, using a Bayesian model [9]. A probeset was found to be significantly changed after treatment if P<0.01. All microarray results have been deposited into the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/projects/geo/) and can be accessed online under series number GSE8396. Quantitative real-time PCR was carried out on ∼30 genes in order to confirm the results from the microarray, and the results were found to be in close agreement with the microarray data (Figure S2).

The highest number of statistically significantly changed genes was found after treatment with C22:6 (519, P<0.01), followed by, in turn, C18:3 (400), C18:2 (287), C20:5 (280) and C18:1 (114) (Figure 2 and table S1). These numbers are relatively low in comparison with the synthetic PPARα agonists WY14643 (1674) and fenofibrate (1005). 

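C22:6 raised Acot3, which releases fatty acids from their CoA esters in peroxisomes, by 5.95 (standard error 0.81, adjusted p = 3.1e-07) in 5 WT mice against 3 controls. It raised Pdk4, a kinase that turns off the oxidation of pyruvate, by 4.37 (standard error 0.68, adjusted p = 7.6e-06), and Cyp4a14, which ω-hydroxylates fatty acids, by 2.96 (standard error 0.46, adjusted p = 7.4e-06). C18:3 raised the same 3 genes, by 4.57 (adjusted p = 3.8e-05), 3.16 (adjusted p = 0.0009) and 2.43 (adjusted p = 0.00013) in 5 mice against 4. C20:5 raised Acot3 by 4.97 (adjusted p = 8.7e-05) and Vnn1, which frees pantothenate from pantetheine, by 2.20 (adjusted p = 4.3e-06). C18:2 raised Acot4, another acyl-CoA thioesterase of peroxisomes, by 2.34 (adjusted p = 2.6e-05) in 4 mice against 4. With C18:1, 0 genes passed an adjusted p of 0.05 in limma's test, and 806 probesets had an unadjusted p under 0.05; the value of Acot4 was 1.47 (adjusted p = 0.068). At the study's threshold, C22:6 changed 662 genes (357 up and 305 down), C18:3 526 (315 and 211), C18:2 308 (210 and 98), C20:5 249 (163 and 86) and C18:1 200 (94 and 106). The corresponding numbers of probesets were 937, 721, 401, 337 and 237. The C18:1 number was 94 probesets without WT control replicate 2 and 142 without WT C18:1 replicate 5, and the C18:2 number was 235 without replicate 1 of the later WT controls. With only the 2 groups compared in the fit, C22:6 changed 604 probesets, C18:3 459 and C18:1 102. Array weights gave 1380 for C22:6, 1216 for C18:3, 891 for C20:5, 692 for C18:2 and 218 for C18:1.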

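WY14643 raised Pdk4 by 8.36 (standard error 0.72, adjusted p = 3.2e-15) in 4 WT mice against 3 controls, and fenofibrate raised it by 6.69 (standard error 0.68, adjusted p = 9.5e-12) in 5 mice. Nnmt, which methylates nicotinamide, fell with both, with changes of -4.48 (adjusted p = 2e-06) and -4.38 (adjusted p = 4e-06). WY14643 also raised Lamb3, a laminin chain of the basement membrane, by at least 5.44 (adjusted p = 9.8e-21), a lower bound because the controls lay among the lowest signals of the arrays, and Cidec, a lipid droplet protein, by 4.91 (adjusted p = 7.3e-08). Of 21 measured genes of mitochondrial fatty acid oxidation, which burns fatty acids for energy, 17 rose with WY14643 (17 adjusted over the list alone) and 12 with fenofibrate (16 adjusted over the list alone). Of 18 genes of peroxisomal fatty acid oxidation, which shortens long fatty acids, 13 rose with WY14643 (13 adjusted over the list alone) and 12 with fenofibrate (14 adjusted over the list alone). Of 12 genes of peroxisome biogenesis, 8 and 7 rose (8 and 8 adjusted over the list alone), with Pex11a, which divides peroxisomes, at 2.77 (adjusted p = 4e-12) and 2.29 (adjusted p = 1.6e-09). These 3 lists passed camera's set test with the preset correlation and with an estimated one. Of 23 acute phase and complement genes, the blood proteins that the liver makes in inflammation, 18 fell with WY14643 and 13 with fenofibrate (19 and 19 adjusted over the list alone), with mean changes of -1.56 and -1.19. The call of this list was lost with an estimated correlation (adjusted p = 0.23 for both agonists), and its member Lcn2 went from -4.29 to -2.39 (adjusted p = 0.19) with WY14643 without WT control replicate 2. Of 19 genes of amino acid catabolism and the urea cycle, 9 fell with each agonist (9 and 12 adjusted over the list alone), among them Got1, an aspartate aminotransferase, by -3.08 (adjusted p = 3.1e-10) and -2.41 (adjusted p = 2.5e-07). The set test of this list gave an adjusted p = 0.11 for WY14643 and 0.032 for fenofibrate with an estimated correlation. At the study's threshold, WY14643 changed 1777 genes (769 up and 1008 down; 2575 probesets) and fenofibrate 1106 (534 and 572; 1582 probesets).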

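Acot1, a cytosolic acyl-CoA thioesterase, rose by 2.68 (standard error 0.38, adjusted p = 7.8e-07) with C22:6 in WT mice and by 2.19 (standard error 0.35, adjusted p = 2.6e-05) with C18:3. Ehhadh, the bifunctional enzyme of peroxisomal β-oxidation, rose by 1.76 (adjusted p = 3.5e-07) with C22:6 and by 1.26 (adjusted p = 0.00013) with C18:3. Its values were 0.99 (adjusted p = 0.026) with C20:5, 0.75 (adjusted p = 0.14) with C18:2 and 0.16 (adjusted p = 0.95) with C18:1, and the C20:5 call was lost in 6 of 8 fits that left out 1 array (0.82, adjusted p = 0.21, without WT control replicate 2). Of 20 measured established PPARα targets, 10 rose with C22:6, 10 with C18:3, 6 with C20:5, 2 with C18:2 and 0 with C18:1 in limma's test. Adjusted over the list alone the numbers were 13, 14, 11, 10 and 0. Each of the first 4 sets passed with an estimated correlation (adjusted p = 0.00018, 0.0002, 0.00095 and 0.011). Every mouse given C22:6 lay above every control in 382 of 6234 genes and below every control in 321, where chance gives 1.79% each way. For C20:5 the numbers were 251 and 164 and for C18:1 148 and 152, at the same chance share. For C18:2 they were 263 and 151, where chance gives 1.43%, and for C18:3 3.63% of the genes and 1.96%, where chance gives 0.794%.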

The data indicate that of all fatty acids studied, C22:6 is the most potent activator of gene expression.

**Figure 2:**
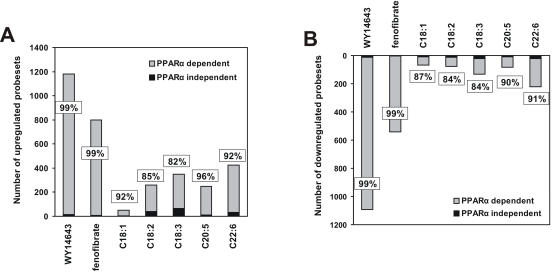
PPARα-dependent regulation of gene expression by dietary unsaturated fatty acids. Bars show number of up- (upper panel) and downregulated (lower panel) probesets in the different treatment groups. The number of probesets regulated by unsaturated fatty acids in a PPARα-dependent manner (light bars, not changed in the PPARα −/− mouse), or PPARα-independent manner (dark bars, changed in wild-type and PPARα −/− mice) are shown, with percentage PPARα dependence indicated. Probesets were considered statistically significantly regulated if P<0.01.

Regulation of gene expression by dietary fatty acids or synthetic agonists was defined as PPARα-dependent when expression was statistically significantly up- or downregulated in WT but not PPARα −/− mice. As expected, gene regulation by WY14643 and fenofibrate in WT mice was almost completely abolished in PPARα −/− mice. 

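In 5 PPARα −/− mice against 5 controls, Pdk4 changed by 0.15 with WY14643 and by -0.33 with fenofibrate (adjusted p of the difference between the genotypes = 3.3e-10 and 5.5e-08). For Ehhadh the values were -0.16 and 0.01, against 2.67 and 2.48 in WT mice (adjusted p of the difference = 5.6e-10 and 5.5e-08). Cyp4a14 changed by 3.52 (adjusted p = 2.3e-08) with WY14643 in WT mice; in PPARα −/− mice its signal lay among the lowest of the arrays with and without WY14643, so no change is given. Acot1 changed by 1.58 (adjusted p = 0.03) with fenofibrate in PPARα −/− mice, a call that was lost in 6 of 10 fits that left out 1 array (1.27, adjusted p = 0.28, without PPARα −/− control replicate 5), and by 3.49 in WT mice (adjusted p of the difference = 0.0097). With the preset correlation 10 of 31 lists passed in PPARα −/− mice given WY14643, among them cholesterol synthesis (mean change -0.79, adjusted p = 1.3e-14) and mitochondrial fatty acid oxidation (0.15, adjusted p = 0.002), and 14 with fenofibrate, among them mitochondrial fatty acid oxidation (0.22, adjusted p = 2.3e-07). The lists that passed with WY14643 included markers of Kupffer cells and macrophages (mean change 0.51, or 0.04 without PPARα −/− control replicate 1). With an estimated correlation 0 lists passed for either agonist. The smallest adjusted p was 0.24 for WY14643, for cholesterol synthesis, and 0.066 for fenofibrate. At the study's threshold, 174 probesets changed with WY14643 in PPARα −/− mice and 200 with fenofibrate, at about 103 expected by chance. The WY14643 number was 97 without PPARα −/− WY14643 replicate 1, 341 without PPARα −/− control replicate 3 and 847 with array weights. That of fenofibrate was 114 with only the 2 groups compared, 141 without PPARα −/− fenofibrate replicate 4 and 333 without replicate 2 of that group. The difference between the genotypes passed an adjusted p of 0.05 for 1709 and 728 probesets. Of the probesets changed in WT mice, 98.1% and 97.7% were not at the study's threshold in PPARα −/− mice, and 64.4% and 54.9% had a difference between the genotypes at the study's threshold. The median change of these probesets in PPARα −/− mice was 2.47% and 2.88% of that in WT mice.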

Surprisingly, a similar though slightly less extreme picture was observed for dietary unsaturated fatty acids. Indeed, the far majority of genes regulated by dietary unsaturated fatty acids in WT mice did not show regulation in PPARα −/− mice, indicating PPARα-dependent regulation. This was highest for C20:5 (94.6%), followed by C22:6 (93.1%), C18:1 (88.6%), C18:2 (87.1%) and C18:3 (84.0%) (Figure 2 and table S1). 

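Among the genes raised by C22:6 in WT mice, Acot3 changed by -0.12 and Pdk4 by 0.88 in 5 PPARα −/− mice against 5 controls. The adjusted p of the difference between the genotypes was 0.00019 for Acot3, 0.019 for Pdk4 and 2.6e-05 for Ehhadh of peroxisomal β-oxidation. With C18:3, Acot4 changed by 0.77 in PPARα −/− mice and G0s2, an inhibitor of lipolysis, by -1.06 (adjusted p of the difference = 0.0035 and 0.012). Tmtc2, a membrane protein of the endoplasmic reticulum, rose with C20:5 by 2.06 (adjusted p = 7.3e-06) in WT mice; in PPARα −/− mice Tmtc2 and Cyp4a14 lay among the lowest signals of the arrays, so no change is given for them. Of the probesets changed at the study's threshold in WT mice, 94.7% were not at the study's threshold in PPARα −/− mice for C20:5, 91.6% for C18:1, 83.3% for C18:2, 80.4% for C22:6 and 74.3% for C18:3. A difference between the genotypes at the study's threshold was found for 21.1% of them with C20:5, 14.8% with C18:1, 13.5% with C18:2, 33.6% with C22:6 and 23.9% with C18:3. Their median change in PPARα −/− mice was 17.9%, 20.7%, 31.6%, 19.9% and 30.4% of that in WT mice, in the same order. In PPARα −/− mice, the study's threshold was reached by 141 probesets with C20:5, 606 with C18:1, 511 with C18:2, 1671 with C22:6 and 1424 with C18:3; with only the 2 groups compared, the last 3 were 334, 554 and 887. Leaving out 1 array gave 90 for C20:5 (PPARα −/− C20:5 replicate 3), 250 for C18:2 (PPARα −/− C18:2 replicate 4), 963 for C22:6 (PPARα −/− C22:6 replicate 2) and 903 for C18:3 (PPARα −/− C18:3 replicate 5), and array weights gave 1142 for C18:1 and 339 for C20:5. The C22:6 share was 73.4% without WT control replicate 2 and 87.8% without PPARα −/− C22:6 replicate 2.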

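Vnn1, a pantetheinase, rose with C22:6 by 2.33 (standard error 0.30, adjusted p = 9.8e-08) in WT mice; in PPARα −/− mice it lay among the lowest signals of the arrays with and without C22:6, so no change is given. Ppp1r14a, an inhibitor of myosin phosphatase, changed by -2.80 (adjusted p = 3.3e-08) in WT mice, its value in PPARα −/− mice was -0.89 (adjusted p = 0.036), or -0.70 (adjusted p = 0.19) without PPARα −/− C22:6 replicate 2, and the difference had an adjusted p = 0.0095. The share of WT changes not found in PPARα −/− mice at the study's threshold was 82.9% of the 554 probesets raised by C22:6 and 76.8% of the 383 lowered. For C20:5 the shares were 229 of 241 raised and 90 of 96 lowered, and for C18:1 91.0% of 111 and 92.1% of 126. For C18:2 they were 82.1% of 290 and 86.5% of 111, and for C18:3 72.4% of 456 and 77.7% of 265.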

Similar numbers were obtained for up- and downregulation of gene expression. The few genes that were up- or downregulated by dietary unsaturated fatty acids independently of PPARα included *Lpin2* and *Srebp-1*, respectively. Together, these data suggest that the (short term) effects of dietary unsaturated fatty acids on hepatic gene expression are almost exclusively mediated by PPARα.

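Lpin2, a phosphatidate phosphatase of triglyceride synthesis, rose with C22:6 by 0.88 (standard error 0.25, adjusted p = 0.02) in WT mice and by 0.66 (standard error 0.21, adjusted p = 0.028) in PPARα −/− mice. The WT call was lost in 3 of 8 fits that left out 1 array (0.57, adjusted p = 0.28, without WT control replicate 2), and the PPARα −/− call in 6 of 10 (0.54, adjusted p = 0.11, without PPARα −/− control replicate 1). With C18:3 the values of Lpin2 were 0.50 (adjusted p = 0.26) and 0.86 (adjusted p = 0.0096), and with C18:1 0.54 (adjusted p = 0.59) and 0.78 (adjusted p = 0.049); the C18:3 call was lost without replicate 1 of the later PPARα −/− controls (0.71) and the C18:1 call in 8 of 10 fits (0.66 without PPARα −/− control replicate 1). WY14643 raised Lpin2 by 1.30 (adjusted p = 6.2e-05) in WT mice, against 0.75 (adjusted p = 0.35) in PPARα −/− mice. Srebf1, which encodes the lipogenic transcription factor SREBP-1, changed with C22:6 by -1.44 (standard error 0.43, adjusted p = 0.031) in WT mice and by -2.33 (standard error 0.37, adjusted p = 8.1e-05) in PPARα −/− mice. With C18:3 it changed by -1.54 (adjusted p = 0.014) and -2.78 (adjusted p = 1.1e-05), with C18:2 by -1.69 (adjusted p = 0.041) and -2.57 (adjusted p = 0.00012), and with C18:1 by -0.51 (adjusted p = 0.85) and -2.07 (adjusted p = 0.00092). In WT mice the call of Srebf1 was lost in 5 of 8 such fits for C22:6 (-1.05 without WT control replicate 1), 7 of 8 for C18:2 (-1.54 without WT C18:2 replicate 4) and 3 of 9 for C18:3 (-1.39 without WT C18:3 replicate 2), and in PPARα −/− mice it held in every one. The difference between the genotypes did not pass for Lpin2 or Srebf1 with C22:6 (adjusted p = 0.79 and 0.43).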

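In PPARα −/− mice C22:6 lowered 9 of 23 measured genes of fatty acid and triglyceride synthesis and raised 1 (10 and 1 adjusted over the list alone), with a mean change of -0.58. Fasn, the fatty acid synthase, changed by -1.36 (standard error 0.35, adjusted p = 0.0068), and Pklr, the liver pyruvate kinase that feeds it, by -1.71 (standard error 0.42, adjusted p = 0.0043). C18:3 lowered 7 of the 23 genes in PPARα −/− mice and raised 1 (8 and 2 adjusted over the list alone), with Acaca, which makes malonyl-CoA, at -1.52 (standard error 0.28, adjusted p = 0.00029). C18:1 lowered 4 and raised 1 (8 and 2 adjusted over the list alone), and C18:2 lowered 2 (7 adjusted over the list alone). These sets passed with the preset correlation (adjusted p = 0.00049, 0.005, 0.00028 and 0.00047 for C22:6, C18:3, C18:1 and C18:2), not with an estimated one (adjusted p = 0.31, 0.65, 0.31 and 0.35 with an estimated correlation). In WT mice C22:6 raised 2 of the 23 genes and lowered 1 (2 and 2 adjusted over the list alone), and the set did not pass (mean change 0.02, adjusted p = 0.61). Slc25a20, the mitochondrial carnitine carrier, rose with C22:6 in PPARα −/− mice by 0.82 (adjusted p = 8.1e-05) and with C18:1 by 0.78 (adjusted p = 0.00029). Of 12 marker genes of Kupffer cells and macrophages, 7 were higher with C22:6 in PPARα −/− mice (11 adjusted over the list alone; mean change 1.08; adjusted p = 0.31 with an estimated correlation), and 0 passed in limma's test without PPARα −/− control replicate 1 (5 adjusted over the list alone; mean change 0.62). The number of probesets changed by C22:6 in PPARα −/− mice was 963 without PPARα −/− C22:6 replicate 2. From the loss of most WT changes in PPARα −/− mice, the paper proposes that PPARα carries nearly the whole of the early response of the liver to these fatty acids.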

### Overlap in gene regulation between dietary unsaturated fatty acids and WY14643

To further explore the role of PPARα in regulation of gene expression by dietary unsaturated fatty acids, the overlap in gene regulation between fatty acids and WY14643, which specifically targets PPARα, was studied. Remarkably, C22:6 showed a huge overlap in gene regulation with WY14643 (Figure 3A). 

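Acot2, an acyl-CoA thioesterase of mitochondria, rose by 2.67 (standard error 0.38, adjusted p = 5.4e-08) with WY14643 and by 2.27 (standard error 0.36, adjusted p = 1.2e-05) with C22:6 in WT mice. Crat, which moves acyl groups between CoA and carnitine, rose by 2.99 (adjusted p = 4.6e-11) and 1.66 (adjusted p = 0.00037), and Slc22a5, the carnitine importer, by 2.54 (adjusted p = 1.3e-09) and 1.57 (adjusted p = 0.00038). Among genes lowered by both, Hal, which starts the breakdown of histidine, changed by -2.20 (adjusted p = 7e-13) and -0.82 (adjusted p = 0.0075), and Ifi47, an interferon-induced GTPase, by -2.31 (adjusted p = 1.6e-07) and -1.14 (adjusted p = 0.023). Fmo2, a flavin monooxygenase, rose with C22:6 (2.21, adjusted p = 0.010) and had a value of 0.33 (adjusted p = 0.75) with WY14643; the difference between the treatments was -1.88 (adjusted p = 0.010). At the study's threshold, 307 genes rose with both treatments, 34 of them also with C18:1, and 250 fell with both, 46 of them also with C18:1. WY14643 alone of the 3 treatments raised 456 genes and lowered 753, and C22:6 alone raised 39 and lowered 44. WY14643 and C22:6 were compared with the same 3 controls.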

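Of the genes raised by C22:6 in WT mice at the study's threshold, 86.0% (307 of 357) were raised by WY14643, and 82.0% of those lowered (250 of 305) were lowered by it. Over both directions the share was 84.1%, where independent lists of these sizes share 14.1%. The control arrays are the same for both treatments. In 100 simulated draws of unchanged groups with shared controls the share averaged 15.7% (highest 87.2%). WY14643 was an unchanged group in these draws too, so this share is no chance level for overlap with its real list. The genes shared include Pex11a of peroxisome division, which rose by 1.71 (adjusted p = 1.2e-05) with C22:6, and Cpt2, which returns acyl groups to CoA inside mitochondria, by 0.74 (adjusted p = 0.00014).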

Quantitatively, 84% of genes upregulated and 76% of genes downregulated by C22:6 (P<0.01) were also regulated by WY14643 (average 80.5%), suggesting that C22:6 impacts mainly PPARα target genes. Much less overlap was observed between C18:1 and WY14643 (average 32.4%), suggesting that gene regulation by C18:1 may be less dependent on PPARα, or alternatively the existence of PPARα target genes specifically regulated by C18:1 (Figure 3A). 

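With C18:1, Crat had a value of 0.12 (adjusted p = 0.98), Pex11a 0.14 (adjusted p = 0.97) and Acot2 0.27 (adjusted p = 0.94) in 5 WT mice against 3 controls, so none of these 3 genes passed. Pdk4 had a value of 1.43 (adjusted p = 0.6). Cirbp, a cold-inducible RNA-binding protein, was called down with C18:1 at the study's threshold in both genotypes, with values of -1.41 (adjusted p = 0.2) in WT mice and -1.46 (adjusted p = 0.018) in PPARα −/− mice; the second call was lost in 3 of 10 fits that left out 1 array (-1.31 without PPARα −/− C18:1 replicate 3). The list of acute phase and complement genes had a mean change of -0.50 with 0 of 23 members passing in limma's test, and its set call was lost with an estimated correlation (adjusted p = 0.78). Of the 200 genes called at the study's threshold with C18:1, 91 were called in the same direction with WY14643 (45.5%; 40 of 94 up and 51 of 106 down). Independent lists share 14.4%. Simulated unchanged groups with shared controls shared 13.4% on average (highest 63.7%). That is no chance level for the real overlap, since WY14643 was simulated as unchanged too.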

An intermediate degree of overlap was observed between WY14643 and the other fatty acids studied (Table S2).

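C20:5 raised Acot4 by 2.14 (standard error 0.35, adjusted p = 9.2e-05) and C18:3 by 3.10 (standard error 0.32, adjusted p = 3.5e-10), and WY14643 raised this peroxisomal thioesterase by 4.39 (adjusted p = 1.5e-15). Of the 249 genes changed at the study's threshold by C20:5 in WT mice, 86.3% changed in the same direction with WY14643, and of the 526 changed by C18:3, 68.4%. The share was 58.8% of the 308 genes changed by C18:2 and 89.0% of the 1106 changed by fenofibrate. C18:2 and C18:3 do not share their controls with WY14643. In simulated unchanged groups the share averaged 0.357% and 0.589% for them, against 18.1% for C20:5 and 15.7% for fenofibrate. Independent lists of the real sizes share 13.6% for C18:2 and 13.9% for C18:3. The simulated shares are no chance level for the real overlap, since WY14643 was simulated as unchanged too. The C20:5 share lay between 78.0% and 92.1% when 1 array was left out.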

**Figure 3:**
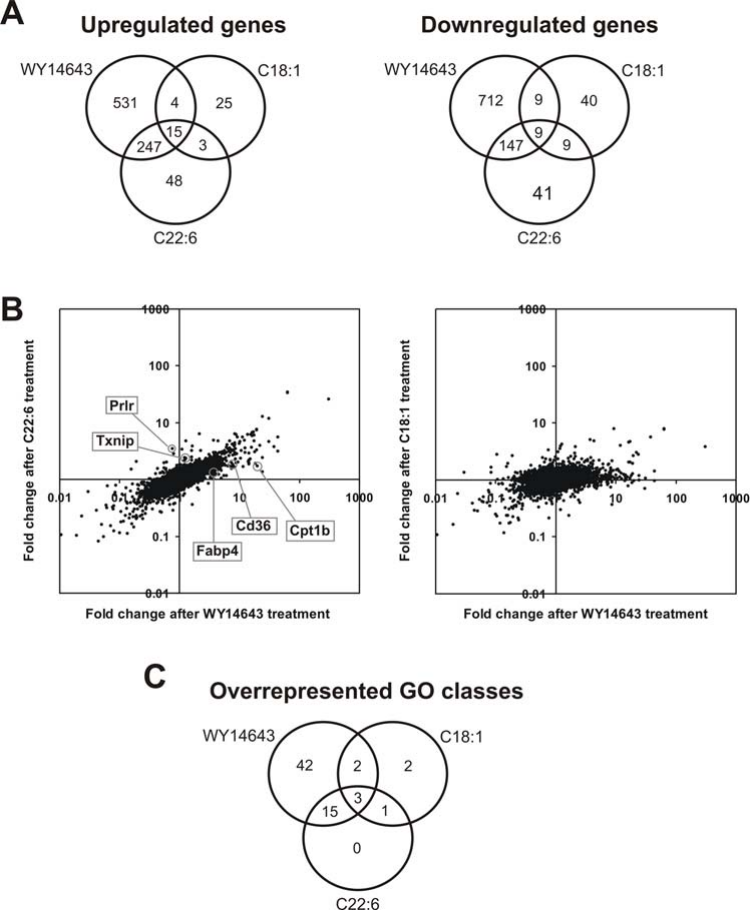
Similarities between two dietary unsaturated fatty acids and the synthetic PPARα agonist WY14643. (A) Venn diagrams showing the overlap in up- (left panel) and downregulated (right panel) genes after treatment with WY14643, C22:6 and C18:1. Genes were considered statistically significantly regulated if P<0.01. (B) Scatter plots demonstrating similarities in gene regulation between C22:6 and WY14643. Graphs show fold change in gene expression after treatment with WY14643 compared to C22:6 and C18:1. Genes that are upregulated disproportionally strongly by WY14643 (*Cd36*, *Fabp4* (*aP2*), and *Cpt1b*), or by C22:6 (*Prlr* and *Txnip*) are marked. In constructing the scatter plots, all probesets left after IQR-filtering were used. (C) Overlap in overrepresented Gene Ontology classes between C22:6, C18:1, and WY14643, based on a functional class score (FCS) method. The GO class unique to C22:6 and C18:1 is GO:0016070 (RNA metabolism), whereas the GO classes unique to C18:1 are GO:0007409 (axonogenesis) and GO:0016072 (rRNA metabolism).

To further compare the effects of WY14643 and C22:6 on gene expression, for all probesets left after IQR-filtering the fold-changes in expression in response to WY14643 and C22:6 were plotted against each other, with each probeset represented by a single dot (Figure 3B). The vast majority of probesets ended up in the lower left or upper right compartments, indicating that genes up- or downregulated by WY14643 were also up- or downregulated by C22:6, respectively, thus confirming the overlap in gene regulation between C22:6 and WY14643. Additionally, the positioning of the dots around a straight line with slope <1 shows that the relative magnitude of gene induction by C22:6 related to WY14643 was remarkably constant across all probesets. Thus, compared to WY14643, C22:6 behaves as an almost equally specific, yet less potent PPARα agonist. Nevertheless, several genes could be identified that were upregulated disproportionally strongly by WY14643 including *Cd36*, *Fabp4* (*aP2*), and *Cpt1b*, or by C22:6 including *Prlr* and *Txnip* (Figure 3B). 

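Slc25a20, the carnitine carrier of the mitochondrial membrane, rose by 1.19 (standard error 0.16, adjusted p = 1e-08) with WY14643 and by 0.74 (standard error 0.15, adjusted p = 0.00092) with C22:6 in WT mice, and Prodh, which starts the breakdown of proline, changed by -1.21 (standard error 0.19, adjusted p = 4.6e-07) and -0.59 (standard error 0.18, adjusted p = 0.036). Of the 1232 probesets raised by WY14643 at the study's threshold, 1193 (96.8%) had a value above 0 with C22:6, and of the 1343 lowered, 1293 (96.3%) had a value below 0. Over all 10349 probesets, 78.4% had the same sign with both treatments, where simulated unchanged groups with shared controls gave 70.5%. Pearson's r between the changes was 0.814 and Spearman's rho 0.755 across probesets, which are not independent replicates. The simulated groups had a mean r of 0.588. WY14643 was simulated as unchanged too, so these simulated values are no chance level for its real changes. The covariance of the changes was 0.224, and shared controls gave 0.0350 in the simulation. The real WT controls of the first run varied more (mean variance 0.170) than its other WT groups (0.0737 to 0.122). Whether 0.0350 holds for these controls was not tested.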

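Among the probesets changed by WY14643 at the study's threshold, the median ratio of the change with C22:6 to that with WY14643 was 0.467, with quartiles of 0.298 and 0.617. Acot8, a peroxisomal acyl-CoA thioesterase, changed by 1.62 (adjusted p = 2.1e-10) with WY14643 and by 0.74 (adjusted p = 0.0062) with C22:6, and Got1, an aspartate aminotransferase, had a value of -0.56 (adjusted p = 0.42) with C22:6. The least-squares slope through the origin over all probesets was 0.469. Taken mouse by mouse, the slope of the 5 C22:6 mice ranged from 0.260 to 0.571 (SD 0.122). The distances from the line had a SD of 0.232 on the log2 scale.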

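Compared directly in WT mice, without the controls, WY14643 gave higher values than C22:6 for Trpv2, a cation channel, by 3.07 (adjusted p = 2.8e-16), and for Lamb3, the laminin chain, by 3.92 (adjusted p = 2.8e-16). Hilpda, a lipid droplet protein that inhibits lipolysis, had values of 2.61 with WY14643 and 0.24 with C22:6, a difference of 2.37 (adjusted p = 4.5e-12). Cyp7a1, the first enzyme of bile acid synthesis, fell with WY14643 (-3.32 (adjusted p = 0.0006)) and had a value of 0.08 with C22:6, a difference of -3.40 (adjusted p = 0.00022). Ppp1r3c, which directs glycogen synthesis, fell with WY14643 to near the lowest signals of the arrays, a change of at least -4.82 (adjusted p = 3.3e-07), and had a value of -0.65 with C22:6, a difference of at least -4.16 (adjusted p = 2.4e-06). Trpv2 and Hilpda were named because of their distance from the line of slope below 1, after their values were seen. In all, 1495 probesets differed between WY14643 and C22:6 at the study's threshold, 761 higher and 734 lower with WY14643, and 1327 at an adjusted p under 0.05.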

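Cd36, a membrane transporter of fatty acids, has 3 probesets, which WY14643 raised by 2.79, 1.93 and 1.67 (adjusted p = 4.2e-10, 6.8e-06 and 0.00010) in 4 WT mice against 3 controls. Their values with C22:6 were 0.75, 0.57 and 0.38, and WY14643 exceeded C22:6 by 2.04, 1.36 and 1.29 (adjusted p = 3.1e-07, 0.00077 and 0.0017). Fabp4, a fatty acid-binding protein of adipocytes and macrophages, rose by 1.86 and 1.71 with WY14643 in its 2 probesets (adjusted p = 0.00068 and 0.00041). Its values with C22:6 were 0.33 and 0.15, and the differences were 1.52 and 1.57 (adjusted p = 0.0038 and 0.00073). Txnip, an inhibitor of thioredoxin and of glucose uptake, rose with C22:6 by 1.24 (standard error 0.30, adjusted p = 0.0055) and had a value of 0.34 (adjusted p = 0.48) with WY14643, a difference of -0.90 (standard error 0.28, adjusted p = 0.019). A second probeset of Txnip rose by 1.71 (adjusted p = 0.012) with C22:6 and had a value of 1.14 (adjusted p = 0.064) with WY14643, and its difference of -0.56 did not pass (adjusted p = 0.44). The C22:6 call of the first probeset was lost without WT control replicate 2 (1.08, adjusted p = 0.066). In the plot of C22:6 against WY14643, the Cd36 probesets had distances from the line of -2.40, -1.45 and -1.73 SD, the Fabp4 probesets -2.32 and -2.82 SD, and the Txnip probesets 4.66 and 5.05 SD.

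**Figure D1:**
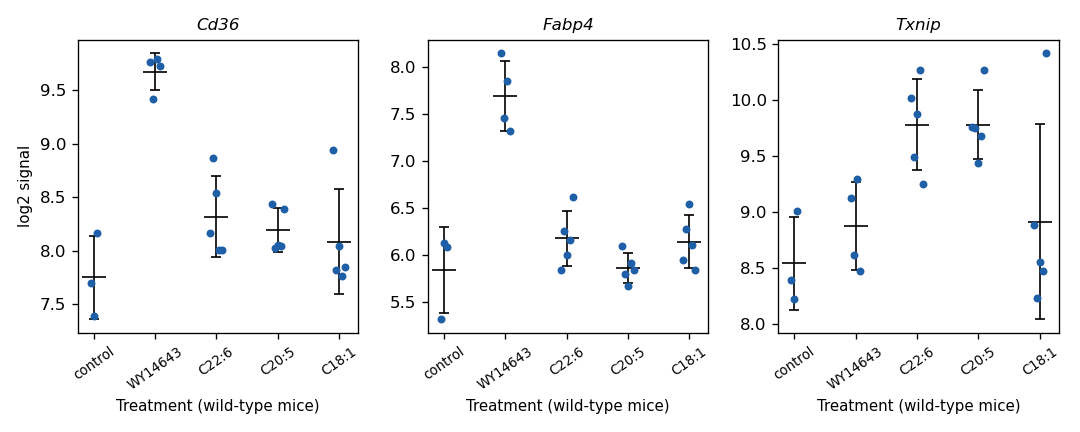
Log2 GC-RMA signal of Cd36, Fabp4 and Txnip in the liver of each WT mouse of the first run, by treatment; dots are mice and bars are the mean ± SD. Cd36 and Fabp4 are higher with WY14643 than with C22:6, and Txnip is higher with C22:6.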

A much more scattered picture was observed for the comparison between WY14643 and C18:1, indicating that these compounds have much less in common in terms of gene regulation. 

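Slc22a5, the carnitine importer, had a value of 0.14 (adjusted p = 0.97) with C18:1 in WT mice, Slc25a20 -0.01 (adjusted p = 0.99) and Hal, of histidine breakdown, -0.62 (adjusted p = 0.35). Of the 1232 probesets raised by WY14643, 68.9% had a value above 0 with C18:1, and 69.9% of the 1343 lowered had a value below 0. The median ratio of the change with C18:1 to that with WY14643 was 0.120, with quartiles of -0.0428 and 0.302. Over all probesets Pearson's r was 0.347 and Spearman's rho 0.316, and 61.7% had the same sign; these relations are across genes, which are not independent replicates. Simulated unchanged groups with shared controls had a mean r of 0.578 and the same sign in 69.9%. WY14643 was simulated as unchanged too, so these values do not show an agreement below chance. The covariance was 0.0660, against 0.0360 in the simulation. Whether 0.0360 holds for the more variable real WT controls was not tested. The slope was 0.138. Without 1 array the slope ranged from 0.111 to 0.225.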

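C20:5 changed Pex11a by 1.19 (standard error 0.27, adjusted p = 0.016) in WT mice and C18:3 by 1.46 (standard error 0.25, adjusted p = 0.00011), and the value of this peroxisome division gene with C18:2 was 0.95 (standard error 0.26, adjusted p = 0.076). Across all probesets, which are not independent replicates, Pearson's r between the change by a treatment and that by WY14643 was 0.697 for C20:5, 0.608 for C18:3, 0.447 for C18:2 and 0.911 for fenofibrate. Spearman's rho was 0.645, 0.533, 0.401 and 0.856 in the same order. The slopes were 0.307 for C20:5, 0.301 for C18:3, 0.200 for C18:2 and 0.681 for fenofibrate. Of the probesets raised by WY14643 at the study's threshold, 94.1% had a value above 0 with C20:5, 90.2% with C18:3 and 81.4% with C18:2. In the simulation the mean r was 0.596 for C20:5, which shares its controls with WY14643, -0.000394 for C18:3 and -0.00795 for C18:2, which do not. WY14643 was simulated as unchanged too, so the simulated value for C20:5 is no chance level for its real r.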

Again, the other fatty acids gave an intermediate picture (data not shown).

An alternative approach to study similarities in gene regulation is via determining the overlap in Gene Ontology (GO) classes overrepresented in the respective treatment groups (Table S3). P-values derived from t-test for all ∼45000 probesets on the microarray were used for the GO-based functional clustering. The comparisons were made between the control group and each treatment group in wild-type mice. Out of a total of 19 GO classes overrepresented after C22:6 treatment, only one class (GO:0016070, RNA metabolism) was not shared between C22:6 and WY14643 (Figure 3C). Interestingly, this GO class was shared between C22:6 and C18:1 suggesting it may be specifically regulated by dietary unsaturated fatty acids and not WY14643. The remainder of fatty acids studied, except for perhaps C18:1, similarly showed a high degree of overlap with WY14643 (Table S4), thereby corroborating the very large resemblance in gene regulation between WY14643 and the dietary fatty acids studied. Overall, these data support the dominant role of PPARα in gene regulation by dietary unsaturated fat.

### Hierarchy between dietary unsaturated fatty acids

Of all fatty acids studied, the number of significantly changed genes was highest for C22:6, followed by C18:3. The number was about equal for C20:5 and C18:2, while much fewer genes were changed after C18:1 treatment. 

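Hacl1, which shortens 2-hydroxy and branched fatty acids in peroxisomes, rose by 1.09 (standard error 0.26, adjusted p = 0.005) with C22:6 and by 1.27 (standard error 0.24, adjusted p = 0.00041) with C18:3, and its values were 0.81 (adjusted p = 0.2) with C20:5, 0.87 (adjusted p = 0.096) with C18:2 and 0.20 (adjusted p = 0.94) with C18:1. Abcd3, a fatty acid transporter of peroxisomes, rose with C20:5 by 0.47 (adjusted p = 0.0046), and its value with C18:2 was 0.16 (adjusted p = 0.51). Compared directly within the first run at the study's threshold, 803 probesets differed between C22:6 and C18:1 and 535 between C20:5 and C18:1, of which 444 and 140 passed an adjusted p of 0.05. Between C22:6 and C20:5, 173 differed and 4 passed. Within the later run, 59 probesets differed between C18:3 and C18:2, and 0 passed in limma's test, with 305 at an unadjusted p under 0.05. C20:5 and C18:2 belong to different runs and were not compared gene by gene.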

Since the dietary fatty acids regulated gene expression principally via PPARα, the data are indicative of a hierarchy in *in vivo* PPARα-activating potency between dietary unsaturated fatty acids. Direct evidence for this notion came from comparison of fold-changes in expression of PPARα target genes between the various fatty acid treatments. Genes involved in two major PPARα-regulated pathways were examined: mitochondrial fatty acid oxidation and peroxisomal fatty acid oxidation (Figure 4). These functional classes were created in house for various pathways within lipid metabolism and were specifically designed for Affymetrix GeneChip analysis (available at http://nutrigene.4t.com/microarray/ppar2007). By visualizing the changes in gene expression in the form of a heatmap, a clear hierarchy in PPARα-activating potency can be observed between the various treatments, which can be expressed as WY>feno>22:6>20:5 = 18:3>18:2>18:1.

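A score was computed for each mouse as the mean log2 difference from the controls of its run and genotype over the 21 measured genes of mitochondrial fatty acid oxidation, and another over the 18 of peroxisomal fatty acid oxidation. In WT mice the mitochondrial score was 1.09 ± 0.03 (SD, n = 4) with WY14643, 0.80 ± 0.06 (n = 5) with fenofibrate, 0.61 ± 0.21 (n = 5) with C22:6, 0.46 ± 0.21 (n = 5) with C18:3, 0.36 ± 0.10 (n = 5) with C20:5, 0.33 ± 0.17 (n = 4) with C18:2 and 0.06 ± 0.07 (n = 5) with C18:1. The peroxisomal score was 1.31 with WY14643, 1.15 with fenofibrate, 0.90 with C22:6, 0.77 with C18:3, 0.64 with C20:5, 0.56 with C18:2 and 0.27 with C18:1. Against controls, the mitochondrial score passed a two-sided exact permutation test for fenofibrate, C22:6, C20:5 (adjusted p = 0.041 each) and C18:3 (adjusted p = 0.025), and not for C18:1 (adjusted p = 0.33). The peroxisomal score of C18:1 passed (exact permutation test, adjusted p = 0.041), a call lost in each of 8 tests that left out 1 array (0.14 without WT control replicate 2). For WY14643 and C18:2 the adjusted p was 0.056, at the smallest exact p that their numbers of mice allow (0.0286). Within the first run, C22:6 exceeded C18:1 by 0.55 and C20:5 exceeded C18:1 by 0.30 in the mitochondrial score (adjusted p = 0.025 each, exact permutation test), and WY14643 exceeded fenofibrate by 0.29 (adjusted p = 0.025), a call lost in 5 of 12 tests that left out 1 array (0.27 without WT fenofibrate replicate 4). The difference of 0.25 between C22:6 and C20:5 did not pass (95% interval 0.109 to 0.385; exact permutation test, adjusted p = 0.072), nor did that of 0.19 between fenofibrate and C22:6 (adjusted p = 0.079). In the peroxisomal score fenofibrate exceeded C22:6 by 0.24 (exact permutation test, adjusted p = 0.025), a call lost in 5 of 13 tests that left out 1 array (0.15 without WT C22:6 replicate 3). Within the later run, C18:3 and C18:2 differed by 0.14 (95% interval -0.0107 to 0.281; exact permutation test, adjusted p = 0.37). Across runs, after subtraction of each control, C20:5 and C18:3 differed by -0.10 (95% interval -0.319 to 0.113; exact permutation test, adjusted p = 0.43), and C22:6 and C18:3 by 0.14 (95% interval -0.0723 to 0.36; adjusted p = 0.36). In PPARα −/− mice the mitochondrial score against controls was 0.14 with WY14643 (adjusted p = 0.041), 0.19 with fenofibrate, 0.25 with C18:1 and 0.22 with C22:6 (adjusted p = 0.025 each, exact permutation tests), and it did not pass for C18:2, C18:3 or C20:5. The WY14643 call was lost in 8 of 10 tests that left out 1 array (0.11 without PPARα −/− control replicate 5) and that of fenofibrate in 1 (0.16 without PPARα −/− fenofibrate replicate 1). Taken within the same-numbered pairs of mice, the WY14643 score rose in 5 of 5, at the smallest exact p that 5 pairs allow (0.0625). No peroxisomal score passed in PPARα −/− mice, and whether the scores differ between the genotypes was not tested. With 1 array left out fewer groupings remain, and in WT mice the mitochondrial calls against controls were lost in 8 of 8 tests for fenofibrate (0.82 without WT control replicate 3) and C20:5 (0.34 without WT C20:5 replicate 2), 7 of 8 for C22:6 (0.55 without WT C22:6 replicate 5) and 6 of 9 for C18:3 (0.39 without WT C18:3 replicate 3). Those of C22:6 and C20:5 over C18:1 held in all 13. Without the replicate-5 WT arrays of the first run, a setting chosen after the results were seen, neither passed. The differences were then 0.51 and 0.32 (exact permutation test, adjusted p = 0.059 each).

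**Figure D2:**
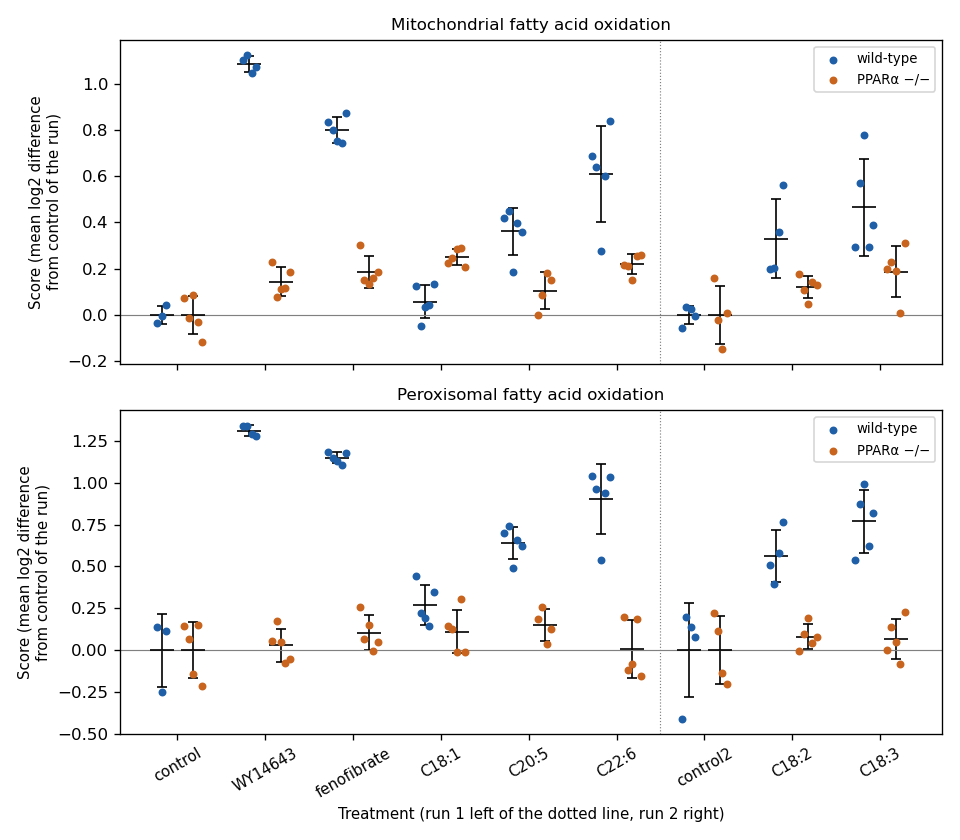
Score of mitochondrial (top) and peroxisomal (bottom) fatty acid oxidation, the mean log2 difference from the controls of the run, by treatment; dots are mice (WT blue, PPARα −/− orange), bars are the mean ± SD, and the dotted line separates the first run from the later one. In WT mice the mitochondrial means go from 1.09 with WY14643 to 0.06 with C18:1, and in PPARα −/− mice from 0.25 with C18:1 to 0.10 with C20:5.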

**Figure 4:**
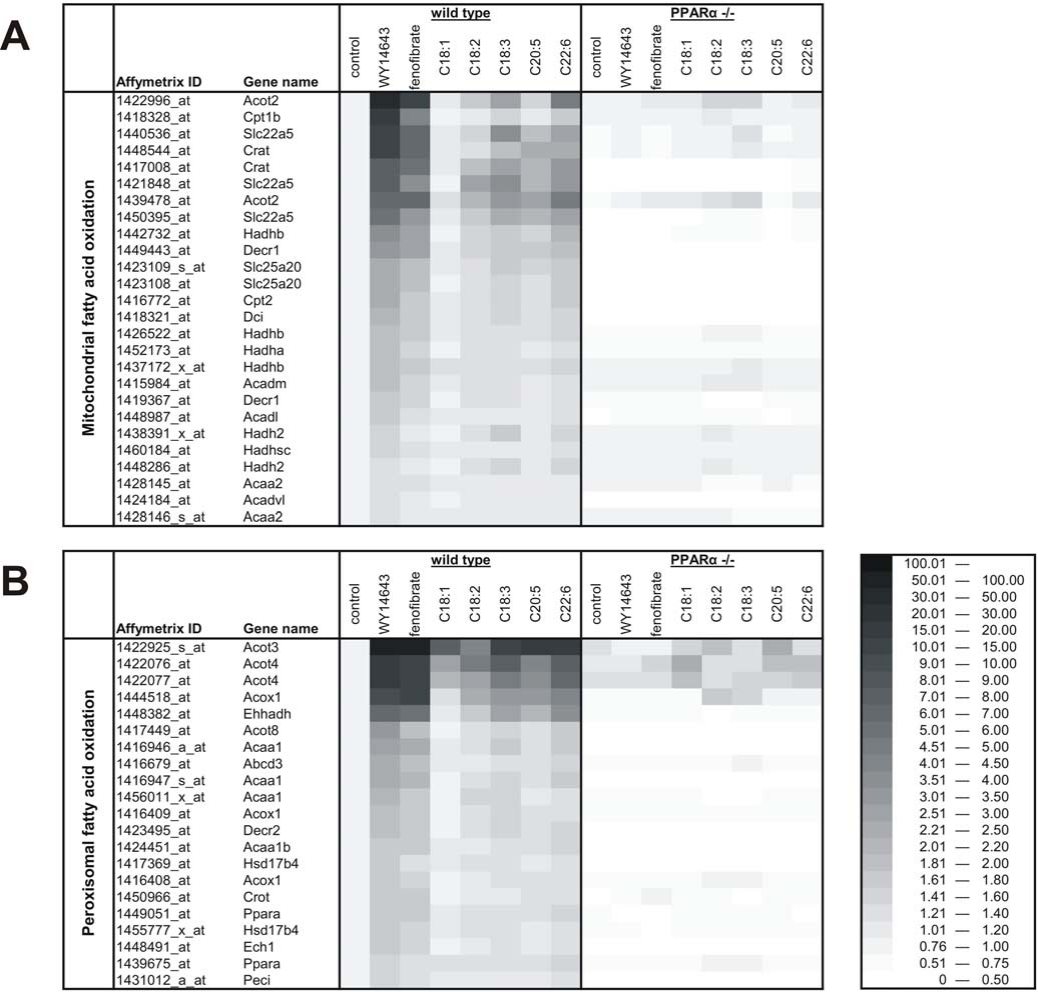
Differential induction of genes involved in fatty acid oxidation between various dietary fatty acids. (A) Genes involved in mitochondrial fatty acid oxidation. (B) Genes involved in peroxisomal fatty acid oxidation. The heatmaps were generated directly from the microarray data, using for each probeset the mean signal from 4–5 biological replicates. The grayscale represents fold-induction relative to wild-type control, which was set at 1. Only probesets showing significant (P<0.01) upregulation by WY14643 were included in the analysis. A list of probesets belonging to the functional class of mitochondrial fatty acid oxidation can be found at http://nutrigene.4t.com/microarray/ppar2007.

Since a direct comparison between synthetic agonists and dietary fatty acids is complicated by differences in dosage (4 mg vs. 400 µl), further comparisons were made between fatty acids only. For all probesets shown in the heatmaps as well as probesets belonging to the lipogenesis pathway we estimated the relative induction by each fatty acid expressed as a percentage of induction by C22:6. The median for all probesets within a functional class was calculated for each treatment group (Figure S3, bar). These data indicate that C22:6 is the most potent activator of PPARα-dependent gene regulation in mouse liver, while C18:1 is the least active.

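Over 27 probesets of mitochondrial fatty acid oxidation that rose with WY14643 at the study's threshold in WT mice, the median induction relative to C22:6 was 70.6% for C18:3 (quartiles 60.6% and 81.8%), 58.2% for C18:2 (40.0% and 75.4%) and 53.0% for C20:5 (45.2% and 58.8%). For C18:1 it was 6.67% (quartiles 3.86% and 17.7%). Over 14 probesets of peroxisomal fatty acid oxidation the medians were 74.5% for C18:3, 49.6% for C18:2, 49.5% for C20:5 and 14.2% for C18:1, the last 1.73% without WT control replicate 2. Over 12 probesets of fatty acid and triglyceride synthesis they were 54.0% for C18:3, 49.0% for C18:2, 46.6% for C20:5 and 41.7% for C18:1. Without WT control replicate 2 those of C20:5 and C18:1 were 29.9% and 22.1%, and without replicate 1 of the later WT controls that of C18:2 was 20.1%. Taken mouse by mouse, the mitochondrial median ranged from 28.5% to 137.9% over the 5 C18:3 mice and from 27.1% to 74.0% over the 5 C20:5 mice. Leaving out 1 array moved the mitochondrial median of C18:1 between 1.71% (without WT control replicate 2) and 17.1% (without WT control replicate 3).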

To examine whether the difference in *in vivo* PPARα-activating potency between the dietary fatty acids could be reproduced *in vitro*, cultured rat FAO hepatoma cells were treated with various unsaturated fatty acids. It was observed that the pattern of regulation of PPARα targets *Pdk4*, *Ehhadh* and *Cyp4A14* by unsaturated fatty acids was highly similar between the FAO cells and intact mouse liver (Figure 5). These data provide additional evidence that differences in metabolic processing of fatty acids are unlikely to explain differential fold-induction of genes between dietary fatty acids observed *in vivo*. Rather, they indicate an intrinsic difference in PPARα-activating potency between dietary unsaturated fatty acids, which is supported by published *in vitro* data.

**Figure 5:**
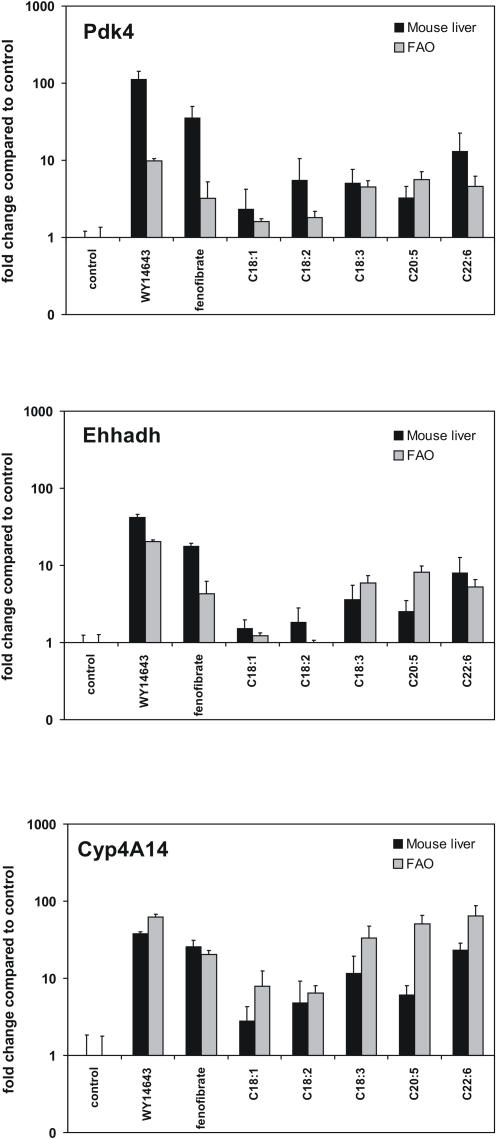
Close agreement between fatty acid-dependent gene regulation *in vivo* and *in vitro*. mRNA expression of three genes (*Pdk4*, *Ehhadh* and *Cyp4A14*) was determined in mouse liver and in rat hepatoma FAO cells using quantitative real-time PCR. Results are shown as fold-change compared to control group. Error bars represent SD.

While in terms of target gene regulation dietary unsaturated fatty acids thus generally mimic the effect of the synthetic PPARα agonist WY14643 except for being less potent, it is unclear whether these different compounds activate PPARα and stimulate transcription of target genes via the exact same mechanism. To explore this issue we used Nuclear Receptor PamChip® Arrays to identify differences in coregulator recruitment between WY14643 and C22:6. In this system the interaction between nuclear receptors and immobilized peptides corresponding to specific coregulator-nuclear receptor binding regions is studied. Both C22:6 and WY14643 promoted the interaction between PPARα and numerous coregulator peptides. Interestingly, no PPARα-coregulator interactions unique to C22:6 could be identified. However, at least 4 interactions, representing the coregulator proteins TRIP3, TRIP8, RIP140, and the nuclear receptor SHP1, seemed to be elicited specifically by WY14643 (Figure 6). No differences in PPARα-coregulator interaction patterns could be observed between the various fatty acids studied (data not shown).

**Figure 6:**
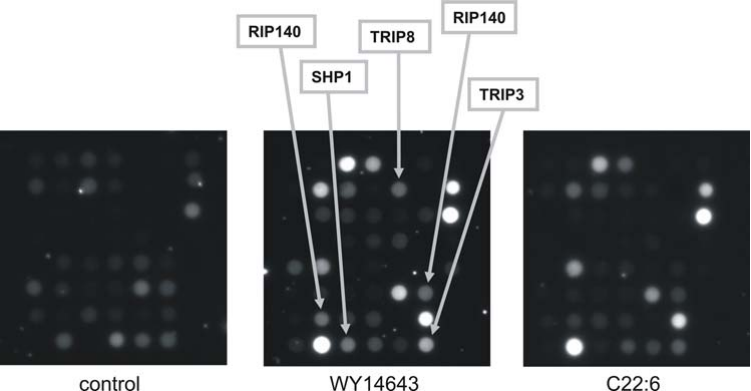
Cofactor recruitment assay with WY14643 and C22:6. The Nuclear Receptor PamChip® assay was used to measure the interaction between PPARα and immobilized peptides corresponding to specific coregulator-nuclear receptor binding regions. Measurements were performed in the presence of control (EtOH), WY14643 (5 µM) or C22:6 (100 µM). Arrows point to those co-activators selectively recruited by WY14643 but not C22:6. All images were taken after 100 msec exposure time.

## Discussion

Dietary fats have numerous effects on human health. Current dietary guidelines strongly discourage consumption of saturated and trans fatty acids, whereas consumption of unsaturated fatty acids, especially n-3 fatty acids present in fish oil, is promoted [10]–[12]. It is believed that dietary fatty acids mainly influence biological processes by altering DNA transcription. In the present paper, using a unique dietary intervention protocol consisting of a single dose of synthetic triglycerides composed of a single fatty acid, we show that in mouse liver PPARα dominates gene regulation by dietary unsaturated fat. Furthermore, we demonstrate that dietary PUFAs, especially docosahexaenoic acid, are the most potent activators of PPARα *in vivo*. These latter data align well with *in vitro* experiments showing that in general PUFAs are more potent PPARα ligands compared to mono- and saturated fatty acids, although the results may depend somewhat on the method used [13]–[19].

It can be argued that our data and conclusions may be biased due to possible differential absorption and metabolic processing between the various fatty acids and between WT and PPARα −/− mice. Unfortunately, the unavailability of radioactive TG besides triolein makes it impossible to get complete and comparative information on the kinetic behavior of the various fatty acids used. However, several lines of evidence argue against major differences in kinetic behavior between the fatty acids: 1) it has been previously demonstrated that hepatic uptake of fatty acids from chylomicron remnants is unaffected by the fatty acid composition. [20]; 2) at the moment of sacrifice, plasma TG levels were highly similar for the various fatty acid groups; 3) fatty acid treatment *in vivo* and *in vitro* revealed a similar hierarchy in PPARα-activating potency between the fatty acids and in both analyses C22:6 emerged as the most potent PPARα agonist.

In addition, no major differences in the kinetics of dietary fat metabolism are expected between WT and PPARα −/− mice as: 1) WT and PPARα −/− mice show similar rates of intestinal TG absorption; 2) at the moment of sacrifice, plasma TG levels were highly similar between WT and PPARα −/− mice; 3) while synthetic PPARα agonists are known to stimulate plasma TG clearance [21], no evidence is available that points to differences in plasma TG clearance and tissue fatty acid uptake between WT and PPARα −/− mice; 4) genes that are upregulated by fatty acids in a PPARα-independent manner were induced to the same extent in WT and PPARα −/− mice (data not shown), suggesting that the dietary fatty acids were taken up at the same rate in liver of WT and PPARα −/− mice.

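Fmo2, a flavin monooxygenase, rose with C18:3 by 2.28 (standard error 0.47, adjusted p = 0.0012) in WT mice and by 2.36 (standard error 0.47, adjusted p = 0.00059) in PPARα −/− mice, and the difference between the genotypes was -0.08 (adjusted p = 0.97). Cntrl, a centrosome protein, rose with C18:3 by 1.47 (adjusted p = 0.0022) and 1.43 (adjusted p = 0.0017) (difference 0.04, adjusted p = 0.98). Rab30, a GTPase of the Golgi, rose with C22:6 by 2.02 (adjusted p = 0.0049) in WT mice and by at least 2.04 (adjusted p = 0.0012) in PPARα −/− mice, whose controls lay among the lowest signals of the arrays. Acot1 rose with C22:6 by 1.32 (adjusted p = 0.0052) in PPARα −/− mice, 1.36 less than in WT mice (adjusted p of the difference = 0.12). These genes were chosen among those at the study's threshold in both genotypes, for the size of their rise in WT mice. At the study's threshold, 148 probesets changed in the same direction in both genotypes with C22:6, 173 with C18:3, 67 with C18:2, 20 with C18:1 and 18 with C20:5. A further 36 probesets changed in opposite directions with C22:6 and 12 with C18:3.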

While PPARα activity is known to respond to changes in dietary fat content and composition [22]–[24], the large dominance of PPARα in fatty acid-dependent gene regulation in liver is surprising given that the activity of numerous transcription factors can be modulated by fatty acids, including SREBP-1, HNF4α, LXRs, FXR, RXRs, NF-κB, as well as PPARβ/δ and PPARγ [25]–[37]. For several of these proteins, including RXRs and HNF4α, physical binding by fatty acids or fatty acyl-CoAs has been demonstrated [30]–[32], [38]–[42]. RXR forms a permissive heterodimer with PPARα and accordingly it may be theorized that transcriptional activation of PPAR target genes by fatty acids may occur via their binding to either the PPARα and/or RXR moiety. The loss of fatty acid-dependent gene regulation in PPARα −/− mice, the very large overlap in gene regulation between unsaturated fatty acids and WY14643, and the less potent binding of fatty acids to RXR relative to PPARα strongly suggest a dominant role for PPARα in gene regulation by unsaturated fatty acids [28], [31], [43], [44]. However, an additional role for RXR is hard to exclude as the effects of RXR activation seem to occur primarily via PPARα [45]. It remains to be investigated to what extent the dominant role of PPARα in gene regulation by unsaturated fatty acids extends to tissues other than liver. Likely, the relative role of other transcription factors is related to their relative expression in a particular tissue.

Although it is clear that gene regulation by unsaturated fatty acids is highly dependent on PPARα, genes that are regulated in a PPARα-dependent manner do not necessarily represent direct PPARα targets. Some regulation is also expected to occur indirectly via activation of other transcription factors that are under direct control of PPARα. 

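Nr1i3, which encodes the xenobiotic receptor CAR, rose with C18:3 in WT mice by 0.73 (standard error 0.22, adjusted p = 0.041), a call lost in 5 of 9 fits that left out 1 array (0.46 without replicate 1 of the later WT controls). Its values were 0.59 (adjusted p = 0.069) with WY14643, 0.66 (adjusted p = 0.051) with fenofibrate, 0.72 (adjusted p = 0.15) with C18:2 and 0.55 (adjusted p = 0.18) with C22:6; without WT control replicate 2 the first 2 were 0.21 and 0.28, and without WT control replicate 3 they were 0.80 and 0.87. Rxra, the common partner of PPARα and other nuclear receptors, changed with WY14643 by -0.70 (standard error 0.11, adjusted p = 3.1e-07) and with fenofibrate by -0.44 (standard error 0.10, adjusted p = 0.001), and its value in PPARα −/− mice given WY14643 was 0.04 (adjusted p of the difference between the genotypes = 4e-05). With C18:3 the change of Rxra was -0.32 (adjusted p = 0.033), which was lost in 6 of 9 such fits (-0.28 without WT C18:3 replicate 2). Ahr, the dioxin receptor, changed with WY14643 by -1.35 (standard error 0.24, adjusted p = 9.3e-06) and with fenofibrate by -1.16 (standard error 0.23, adjusted p = 0.00015), with values of 0.44 and 0.09 in PPARα −/− mice (adjusted p of the difference = 1.6e-05 and 0.0052). With the fatty acids the values of Ahr in WT mice lay between -0.25 and -0.14 and none passed. Of 20 measured nuclear receptor genes, 2 rose and 3 fell with WY14643 (2 and 3 adjusted over the list alone), and the list as a set did not pass (adjusted p = 0.91). Among them Nr1i2, which encodes PXR, rose by 1.21 (standard error 0.34, adjusted p = 0.0046), and Esr1, the estrogen receptor, changed by -1.14 (standard error 0.40, adjusted p = 0.025).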

Analysis of the microarray data showed very little changes in the expression of other nuclear receptors in response to the intervention with the exception of CAR, which was upregulated, and RXRα and AhR, which were downregulated, although not necessarily in all treatments. The nuclear receptor CAR was recently identified as a PPARα target [46], suggesting that some genes may be regulated by PPARα and fatty acids via CAR. Secondary gene regulation was likely kept to a minimum by harvesting the livers only six hours after the oral gavage. It should also be noted that none of the putative fatty acid responsive transcription factors were significantly decreased in PPARα −/− mice, suggesting that their transcriptional regulatory function is not intrinsically suppressed in PPARα −/− mice.

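Srebf1, which encodes SREBP-1, was lower in untreated PPARα −/− mice than in untreated WT mice by -1.26 in each run, with a standard error of 0.43 in the first run and 0.42 in the later run. Its adjusted p was 0.051 with 5 mice against 3 in the first run, 0.049 with 4 against 4 in the later run, and 0.0011 for the mean of both runs. PPARα −/− control replicate 3 of the first run had a log2 signal of 7.16, and the other controls of this group 8.15 to 8.42. Mlxipl, which encodes the glucose-responsive factor ChREBP, had a mean value of -0.34 (adjusted p = 0.068). Nr1h3, which encodes LXRα, had a mean value of -0.21 (adjusted p = 0.11), Nr1h4 for FXR -0.22 (adjusted p = 0.13) and Rela of NF-κB 0.16 (adjusted p = 0.38). The 4 probesets of Hnf4a, for HNF4α, had mean values between -0.42 and -0.17, and the smallest adjusted p was 0.086. Rxra had mean values of -0.13 and -0.12 in its 2 probesets (adjusted p = 0.18 and 0.70), and Ahr 0.30 (adjusted p = 0.19). Ppara itself was lower in its 3 probesets, with mean values of -1.55 (adjusted p = 1.6e-13), -1.05 (adjusted p = 0.0014) and -0.52 (adjusted p = 0.0021).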

Our study shows a clear hierarchy between unsaturated dietary fatty acids in terms of number of significantly changed genes and fold-induction of genes, with especially C22:6 behaving as a highly potent inducer of PPARα-dependent gene expression. The difference in *in vivo* PPARα-activating potency between the dietary fatty acids was reproduced *in vitro* and thus suggest an intrinsic difference in PPARα-activating potency between dietary unsaturated fatty acids, which is supported by *in vitro* receptor binding and transactivation studies and thus likely reflects differences in binding affinity for PPARα [19], [25]–[29]. Even though C18:2 was not the most potent inducer of gene expression, one could speculate that it likely represents the quantitatively most important dietary activator of PPARα, as the average intake of C18:2 is much higher than that of C18:3, C20:5 and C22:6.

In recent years, the concept of Selective PPAR Modulators (SPPARM) has emerged by analogy to Selective Estrogen Receptor Modulators (SERM). According to this concept, different PPAR agonists would induce differential gene expression based on selective receptor-coregulator interactions. While recent evidence supports the concept of selective PPARγ modulation [47]–[49], only limited data are available on PPARα [50]. The design of our study allowed us to explore the concept of SPPARM in the comparison between unsaturated fatty acids and synthetic agonists. We hypothesized that fatty acids and synthetic PPARα agonists, while both activating PPARα, may induce differential gene expression patterns possibly via selective receptor-coregulator interactions.

In our analysis we found that almost every gene significantly up- or downregulated by C22:6 was also significantly up- or downregulated by WY14643, respectively. Clearly, the reverse was not true, illustrating that WY14643 is a more potent PPARα agonist than C22:6. Importantly, the scatter plot indicated that across all probesets the relative induction of gene expression by C22:6 when related to WY14643 was remarkably constant, suggesting that C22:6 behaves as a less potent, yet almost equally specific PPARα agonist. Nevertheless, several genes could be identified that were upregulated disproportionally strongly by WY14643 including *Cd36*, *Fabp4* (*aP2*), and *Cpt1b*, or by C22:6 including *Prlr* and *Txnip* (Figure 3B). Thus, differences in gene regulation between C22:6 and WY14643 could not entirely be accounted for by the lesser potency of C22:6. Interestingly, using the Nuclear Receptor PamChip® assay, at least 4 interactions, representing the coregulator proteins TRIP3, TRIP8, RIP140, and the nuclear receptor SHP1, seemed to be stimulated specifically by WY14643. However, no PPARα-coregulator interactions could be identified that were stimulated specifically by C22:6 and not WY14643.

Overall, similar observations were made for the other fatty acids studied, although compared to C22:6 they were less potent and/or less specific activators of PPARα, especially C18:1. The data indicate that in general dietary PUFAs mimic the effect of WY14643 on hepatic gene expression in terms of regulation of target genes and molecular mechanism, including coregulator interactions. In addition to being a more potent PPARα agonist in comparison with unsaturated fatty acids, WY14643 dysproportionally induces expression of specific genes, which may be mediated via interactions with specific coactivator proteins including RIP140. Thus, our data underscore the concept of selective PPARα modulation when comparing WY14643 with endogenous PPARα agonists, e.g. PUFAs.

Currently, one major drawback when performing microarray analyses on data derived from dietary intervention studies is the lack of proper statistical tools. The statistical methods developed to cope with the huge amount of data derived from microarray analyses work sufficiently well for stronger interventions, such as drug studies. When dealing with nutrition, however, changes in gene expression are often weak although no less important. Multiple testing methods normally used in microarray analyses to correct for false positives include FDR (false discovery rate) and Q-value [51]–[53]. These methods are usually too restrictive for nutritional intervention, however, and will result in a loss of important results, as became apparent in the present study. 

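Of the PPARα targets named in the paper, Ehhadh of peroxisomal β-oxidation was at the study's threshold with C18:2 in WT mice (unadjusted p = 0.0021 in limma's test) and not at an adjusted p of 0.05. The numbers of probesets at an adjusted p under 0.05 (Benjamini-Hochberg) in WT mice were 597 with C22:6 (379 up and 218 down), 353 with C18:3 (255 and 98), 58 with C20:5 (53 and 5), 48 with C18:2 (42 and 6) and 0 with C18:1. With the agonists they were 2761 and 1394. In PPARα −/− mice they were 1484 with C22:6, 1076 with C18:3, 117 with C18:1, 37 with C18:2, 6 with C20:5, 8 with fenofibrate and 0 with WY14643.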

Use of Q-value instead of P-value resulted in loss of a considerable amount of important information (data not shown). Numerous quantitative real-time PCR reactions have been carried out on the livers from this study supporting the use of the P-value.

In conclusion, dietary unsaturated fatty acids, especially docosahexaenoic acid and other PUFAs, acutely influence gene expression in mouse liver which, despite the presence of numerous other putative fatty acid-dependent transcription factors, is almost entirely mediated by PPARα. Consequently, dietary PUFAs largely mimic the effect of synthetic PPARα agonists on hepatic gene expression, both in terms of regulation of specific target genes and molecular mechanism including coregulator interactions, although compared to WY14643 and fenofibrate they are clearly less potent PPARα agonists. Our analysis underscores the power of a (nutri)genomics approach to investigate the potential molecular mechanisms underlying the effect of specific dietary components on (biomarkers of) health.

## Materials and Methods

### Materials

WY14643 was purchased from ChemSyn Laboratories (Lenexa, KS, USA). Triolein was from Fluka (Zwijndrecht, The Netherlands). Trilinolein, trilinolenin, tridocosahexaenoin and trieicosapentaenoin were from Nu-Chek-Prep, Inc. (Elysian, MN, USA). Fetal bovine serum and penicillin/streptomycin were from Cambrex Bioscience (Seraing, Belgium). SYBR Green was purchased from Eurogentec (Seraing, Belgium). All other chemicals were from Sigma (Zwijndrecht, The Netherlands).

### Animals

Male pure-bred SV129 and PPARα −/− mice (2–6 months of age) on a SV129 background were used. Two weeks before start of the experiment, the animals were switched to a run-in diet consisting of a modified AIN76A diet (corn oil was replaced by olive oil) (Research Diet Services, Wijk bij Duurstede, The Netherlands). Starting at 5 a.m. the animals were fasted for 4 hours followed by an intragastric gavage of 400 µl synthetic triglyceride (triolein, trilinolein, trilinolenin, trieicosapentaenoin or tridocosahexaenoin) (Figure 1). WY14643 and fenofibrate were given as 10 mg/ml suspension in 0.5% carboxymethyl cellulose, which also served as control treatment (400 µl). Four to five mice per group were used, adding up to 78 mice in total. 6 hours after gavage, mice were anaesthetized with a mixture of isofluorane (1.5%), nitrous oxide (70%) and oxygen (30%). Blood was collected by orbital puncture, after which the mice were sacrificed by cervical dislocation. Livers were removed, snap-frozen in liquid nitrogen and stored at −80°C until further analysis. For RNA analyses, tissue from the same part of the liver lobe was used.

The animal studies were approved by the Local Committee for Care and Use of Laboratory Animals at Wageningen University.

### Lipid absorption and tissue distribution

Measurement of intestinal lipid absorption was carried out exactly as previously described [54]. For the lipid loading test WT mice were fasted for 4 hours followed by administration of 400 µl olive oil via intragastric gavage. Blood was collected by tail bleeding every 2 hours for plasma TG measurement. Tissue uptake of [^3^H]-labeled TG packaged into VLDL-like emulsion particles was measured as previously described [55]. The data shown reflect percentage of bolus radioactivity taken up after 30 minutes by a specific tissue expressed per gram tissue.

### Triglycerides

Plasma and liver triglycerides were measured with a commercially available kit from Instruchemie (Delfzijl, The Netherlands). Livers were weighed and homogenized in a buffer (pH 7.5) containing 250 mM sucrose, 1 mM EDTA and 10 mM Tris, with a final tissue concentration of 5%. 2 µl of plasma or liver homogenate was used to determine TG.

### RNA isolation and qRT-PCR

Total liver RNA was isolated with TRIzol reagent (Invitrogen, Breda, The Netherlands) according to manufacturer's instructions. A NanoDrop ND-1000 spectrophotometer (Isogen, Maarssen, The Netherlands) was used to determine RNA concentrations. 1 µg of total RNA was reverse transcribed using iScript (Bio-Rad, Veenendaal, The Netherlands). cDNA was amplified on a Bio-Rad MyIQ or iCycler PCR machine using Platinum Taq DNA polymerase (Invitrogen, Breda, The Netherlands). PCR primer sequences were taken from the PrimerBank [56] and ordered from Eurogentec (Seraing, Belgium). Sequences of the primers used are available upon request.

### Affymetrix microarray

Total RNA from mouse liver was extracted with TRIzol reagent, and purified and DNAse treated using the SV Total RNA Isolation System (Promega, Leiden, The Netherlands). RNA quality was assessed on an Agilent 2100 bioanalyzer (Agilent Technologies, Amsterdam, the Netherlands) with 6000 Nano Chips using the Eukaryote Total RNA Nano assay. RNA was judged as suitable for array hybridization only if samples showed intact bands corresponding to the 18S and 28S rRNA subunits, displayed no chromosomal peaks or RNA degradation products, and had a RIN (RNA integrity number) above 8.0. Five micrograms of RNA were used for one cycle cRNA synthesis (Affymetrix, Santa Clara, CA). Hybridization, washing and scanning of Affymetrix Mouse Genome 430 2.0 arrays was carried out according to standard Affymetrix protocols.

Packages from the Bioconductor project were used for analyzing the scanned Affymetrix arrays [57]. Arrays were normalized using quartile normalization, and expression estimates were compiled using GC-RMA applying the empirical Bayes approach [58]. A non-specific filtering step was applied to remove probesets with low variation, as they provide no discriminating power [59]. Only those probesets were included that had an inter-quartile range (IQR) across the samples of at least 0.25 on the log2-scale. Differentially expressed probesets were identified using linear models, applying moderated t-statistics that implement empirical Bayes regularization of standard errors [9].

Comparisons were made between wild-type treated and untreated (control) and also between PPARα −/− treated and untreated animals. Probesets that presented a P-value <0.01 were considered to be significantly changed by treatment. If a probeset was significantly changed in the wild-type but not the PPARα −/− mouse, it was considered to be PPARα-dependent (also probesets that were significantly changed in the PPARα −/− mouse, but had a fold-change <1.5 of the fold-change in the wild-type mouse were included in this category).

Functional analysis of the array data was performed by a method based on overrepresentation of Gene Ontology (GO) terms, where the functional class score (FCS) method was used [60]–[62].

### Cell culture

Rat hepatoma FAO cells were grown in DMEM containing 10% (vol/vol) fetal bovine serum, 100 U/ml penicillin and 100 µg/ml streptomycin. Cells were incubated with albumin-bound fatty acids (100 µM) dissolved in ethanol or synthetic PPARα ligands dissolved in DMSO (5 µM WY14643, 50 µM fenofibrate). Incubation continued for 24 hours and was followed by RNA isolation and qRT-PCR.

### Cofactor recruitment assay

Nuclear Receptor PamChip® Arrays (PamGene, s'Hertogenbosch, The Netherlands) were used according to the manufacturer's instructions. Upon binding a ligand, PPARα undergoes a conformational change which promotes the formation of a cofactor binding pocket, subsequently allowing interaction with the so-called LxxLL motif within some coregulators. The PamChip® arrays consist of 48 peptides encompassing the LxxLL motifs of 19 different coregulator proteins ([63], Koppen et al. 2007. Micro Array assay for Real-time analysis of Coregulator-Nuclear receptor Interaction. Manuscript submitted.) Briefly, the arrays were incubated with glutathione-S-transferase (GST)-tagged PPARα-LBD (Invitrogen, Breda, The Netherlands) in the presence and absence of ligand. Quantification of interaction between PPARα and coregulators was made using Alexa488-conjugated anti-GST rabbit polyclonal antibody (Invitrogen). As ligands, either a negative control (EtOH), the synthetic PPARα agonist WY14643 or one of the fatty acids C18:1, C18:2, C18:3, C20:5 or C22:6 were used.

## Supporting Information

Figure S1 Metabolic processing of dietary triglycerides. (A) WT mice were given an oral fat load of 400 µl olive oil via intragastric gavage. TG levels were measured in plasma collected via the tail vein at the indicated time points. Errors bars represent SEM (n = 11). (B) Plasma TG of WT and PPARα −/− mice sacrificed 6 hours after intragastric gavage with synthetic triglycerides, WY14643, or fenofibrate. Error bars represent SD (n = 4–5 per group). (C) Intestinal triglyceride absorption rate was determined in 5h fasted WT and PPARα −/− mice by measuring the appearance of [^3^H] in plasma after intragastric gavage with 7uCi glycerol-tri[^3^H]oleate mixed with olive oil (200 µl). Immediately before the gavage, mice received an intraorbital injection of tyloxapol (Triton WR1339) dissolved in saline at 500 mg/kg bodyweight. Blood was sampled via the tail vein at the indicated time points for measurement of ^3^H-activity. Error bars represent SEM. (D) Liver TG of WT and PPARα −/− mice sacrificed 6 hours after intragastric gavage with synthetic triglycerides, WY14643, or fenofibrate. Error bars represent SD (n = 4–5 per group). (D) Tissue uptake of radiolabeled VLDL-like emulsion particles. VLDL-like particles labeled with glycerol tri[^3^H]oleate were injected into anesthetized mice. After 30 minutes, mice were euthanized and tissues collected for measurement of ^3^H-activity. Error bars represent SEM (n = 4).
(1.62 MB TIF) Click here for additional data file.

Figure S2 Close agreement between microarray and quantitative real-time PCR data. mRNA expression of several genes was measured by quantitative real-time PCR to confirm the results from microarray. Results are shown as fold-change compared to wild-type control. Error bars represent SD.
(2.12 MB TIF) Click here for additional data file.

Figure S3 Differential induction of genes involved in lipid metabolism between dietary unsaturated fatty acids. For each probeset, the induction of expression by each fatty acid was expressed as a percentage relative to C22:6 (100%), using the mean signal from 4–5 biological replicates. Each dot represents one probeset. The horizontal bars represent the median percentage of induction relative to C22:6 calculated separately for each pathway and fatty acid. Only probesets showing significant (P<0.01) upregulation by WY14643 were included in the analysis. A list of probesets belonging to the three functional classes can be found at http://nutrigene.4t.com/microarray/ppar2007.
(0.81 MB TIF) Click here for additional data file.

Table S1 Total number as well as PPARα dependent up- and downregulated probesets and corresponding genes for each treatment group (P<0.01).
(0.07 MB DOC) Click here for additional data file.

Table S2 Overlap in gene regulation between dietary unsaturated fatty acids and WY14643. Genes were considered statistically significantly regulated if P<0.01.
(0.04 MB DOC) Click here for additional data file.

Table S3 Overrepresented GO classes in each treatment group based on analysis with Functional Class Score method, FDR<0.0001.
(0.39 MB DOC) Click here for additional data file.

Table S4 Overlap in overrepresented Gene Ontology classes between dietary unsaturated fatty acids and fenofibrate and WY14643 based on analysis with Functional Class Score method, FDR<0.0001.
(0.04 MB DOC) Click here for additional data file.

# Supplementary material for: Effect of Synthetic Dietary Triglycerides: A Novel Research Paradigm for Nutrigenomics
**Source:** PLoS One. 2008 Feb 27;3(2):e1681. doi: 10.1371/journal.pone.0001681
**Supplement:** Table S1 — Total number as well as PPARα dependent up- and downregulated probesets and corresponding genes for each treatment group (P<0.01). (0.07 MB DOC)

|  | **Probesets** | | | **Genes** | | |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Total number** | **PPARα dependent** | **% dependent** | **Total number** | **PPARα dependent** | **% dependent** |  |
| WY14643 | 1180 | 1165 | 98.7% | 797 | 789 | 99.0% | **Upregulated** |
| fenofibrate | 800 | 794 | 99.3% | 549 | 544 | 99.1% |
| C18:1 | 51 | 47 | 92.2% | 47 | 44 | 93.6% |
| C18:2 | 260 | 221 | 85.0% | 212 | 186 | 87.7% |
| C18:3 | 349 | 285 | 81.7% | 283 | 237 | 83.7% |
| C20:5 | 249 | 238 | 95.6% | 201 | 194 | 96.5% |
| C22:6 | 425 | 393 | 92.5% | 313 | 296 | 94.6% |
| WY14643 | 1092 | 1081 | 99.0% | 877 | 867 | 98.9% | **Downregulated** |
| fenofibrate | 540 | 537 | 99.4% | 456 | 454 | 99.6% |
| C18:1 | 69 | 60 | 87.0% | 67 | 57 | 85.1% |
| C18:2 | 77 | 65 | 84.4% | 75 | 64 | 85.3% |
| C18:3 | 133 | 112 | 84.2% | 117 | 99 | 84.6% |
| C20:5 | 84 | 76 | 90.5% | 79 | 71 | 89.9% |
| C22:6 | 221 | 201 | 91.0% | 206 | 187 | 90.8% |
| WY14643 | 2272 | 2246 | 98.9% | 1674 | 1656 | 98.9% | **Up- and downregulated** |
| fenofibrate | 1340 | 1331 | 99.3% | 1005 | 998 | 99.3% |
| C18:1 | 120 | 107 | 89.2% | 114 | 101 | 88.6% |
| C18:2 | 337 | 286 | 84.9% | 287 | 250 | 87.1% |
| C18:3 | 482 | 397 | 82.4% | 400 | 336 | 84.0% |
| C20:5 | 333 | 314 | 94.3% | 280 | 265 | 94.6% |
| C22:6 | 646 | 594 | 92.0% | 519 | 483 | 93.1% |

# Supplementary material for: Effect of Synthetic Dietary Triglycerides: A Novel Research Paradigm for Nutrigenomics
**Source:** PLoS One. 2008 Feb 27;3(2):e1681. doi: 10.1371/journal.pone.0001681
**Supplement:** Table S2 — Overlap in gene regulation between dietary unsaturated fatty acids and WY14643. Genes were considered statistically significantly regulated if P<0.01. (0.04 MB DOC)

| **Treatment** | **Number of changed genes** | **Number of changed genes overlapping with WY14643** | **% changed genes overlapping with WY14643** |
| --- | --- | --- | --- |
| WY14643 | 1674 |  |  |
| fenofibrate | 1005 | 875 | 87.1% |
| C18:1 | 114 | 37 | 32.4% |
| C18:2 | 287 | 142 | 49.5% |
| C18:3 | 400 | 244 | 61.0% |
| C20:5 | 280 | 220 | 78.6% |
| C22:6 | 519 | 418 | 80.5% |

# Supplementary material for: Effect of Synthetic Dietary Triglycerides: A Novel Research Paradigm for Nutrigenomics
**Source:** PLoS One. 2008 Feb 27;3(2):e1681. doi: 10.1371/journal.pone.0001681
**Supplement:** Table S3 — Overrepresented GO classes in each treatment group based on analysis with Functional Class Score method, FDR<0.0001. (0.39 MB DOC)

|  | **GO ID** | **GO Class** | **Probes in class** | **Genes in class** | **Raw score** | **FDR** |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | GO:0006637 | acyl-CoA metabolism | 24 | 14 | 4.66 | 4.04E-11 | **fenofibrate** |
| 2 | GO:0001676 | long-chain fatty acid metabolism | 11 | 9 | 2.87 | 1.26E-10 |
| 3 | GO:0006732 | coenzyme metabolism | 63 | 35 | 2.78 | 3.06E-11 |
| 4 | GO:0006084 | acetyl-CoA metabolism | 28 | 9 | 2.58 | 9.54E-05 |
| 5 | GO:0007031 | peroxisome organization and biogenesis | 31 | 16 | 2.46 | 3.61E-11 |
| 6 | GO:0006635 | fatty acid beta-oxidation | 21 | 14 | 2.31 | 2.30E-11 |
| 7 | GO:0009725 | response to hormone stimulus | 35 | 13 | 2.20 | 3.37E-10 |
| 8 | GO:0006090 | pyruvate metabolism | 42 | 20 | 2.12 | 4.21E-11 |
| 9 | GO:0019395 | fatty acid oxidation | 38 | 21 | 1.98 | 3.49E-11 |
| 10 | GO:0019752 | carboxylic acid metabolism | 215 | 115 | 1.90 | 6.74E-11 |
| 11 | GO:0019319 | hexose biosynthesis | 43 | 21 | 1.85 | 5.95E-11 |
| 12 | GO:0006519 | amino acid and derivative metabolism | 57 | 27 | 1.76 | 3.89E-11 |
| 13 | GO:0006695 | cholesterol biosynthesis | 50 | 22 | 1.72 | 5.06E-10 |
| 14 | GO:0008654 | phospholipid biosynthesis | 92 | 34 | 1.68 | 4.60E-11 |
| 15 | GO:0016126 | sterol biosynthesis | 59 | 25 | 1.66 | 1.12E-10 |
| 16 | GO:0009308 | amine metabolism | 65 | 30 | 1.65 | 2.81E-11 |
| 17 | GO:0008203 | cholesterol metabolism | 122 | 55 | 1.45 | 8.43E-11 |
| 18 | GO:0046467 | membrane lipid biosynthesis | 92 | 34 | 1.39 | 1.69E-10 |
| 19 | GO:0006725 | aromatic compound metabolism | 60 | 34 | 1.37 | 2.97E-11 |
| 20 | GO:0006869 | lipid transport | 118 | 60 | 1.27 | 2.89E-11 |
| 21 | GO:0007050 | cell cycle arrest | 122 | 49 | 1.27 | 2.66E-11 |
| 22 | GO:0016125 | sterol metabolism | 114 | 52 | 1.26 | 2.47E-11 |
| 23 | GO:0043283 | biopolymer metabolism | 88 | 39 | 1.26 | 9.72E-05 |
| 24 | GO:0008610 | lipid biosynthesis | 230 | 108 | 1.26 | 2.53E-10 |
| 25 | GO:0006644 | phospholipid metabolism | 116 | 45 | 1.25 | 6.32E-11 |
| 26 | GO:0006694 | steroid biosynthesis | 119 | 56 | 1.19 | 7.78E-11 |
| 27 | GO:0006986 | response to unfolded protein | 138 | 64 | 1.17 | 2.02E-10 |
| 28 | GO:0007243 | protein kinase cascade | 278 | 109 | 1.15 | 4.81E-11 |
| 29 | GO:0043067 | regulation of programmed cell death | 238 | 107 | 1.15 | 1.44E-10 |
| 30 | GO:0045786 | negative regulation of progression through cell cycle | 273 | 108 | 1.14 | 2.73E-11 |
| 31 | GO:0008202 | steroid metabolism | 210 | 104 | 1.12 | 2.59E-11 |
| 32 | GO:0012502 | induction of programmed cell death | 182 | 81 | 1.06 | 3.37E-11 |
| 33 | GO:0007507 | heart development | 255 | 102 | 1.06 | 7.22E-11 |
| 34 | GO:0006092 | main pathways of carbohydrate metabolism | 206 | 99 | 1.06 | 1.01E-09 |
| 35 | GO:0006260 | DNA replication | 282 | 108 | 1.05 | 3.74E-11 |
| 36 | GO:0043065 | positive regulation of apoptosis | 283 | 117 | 1.04 | 3.16E-11 |
| 37 | GO:0007266 | Rho protein signal transduction | 207 | 87 | 1.03 | 2.35E-11 |
| 38 | GO:0043066 | negative regulation of apoptosis | 284 | 115 | 1.03 | 5.32E-11 |
| 39 | GO:0006816 | calcium ion transport | 208 | 86 | 1.02 | 4.40E-11 |
| 40 | GO:0007067 | mitosis | 268 | 114 | 1.02 | 1.01E-10 |
| 41 | GO:0006917 | induction of apoptosis | 241 | 106 | 1.01 | 9.19E-11 |
| 42 | GO:0045934 | negative regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolism | 179 | 70 | 1.00 | 9.91E-05 |
| 43 | GO:0008284 | positive regulation of cell proliferation | 209 | 94 | 1.00 | 5.06E-11 |
| 44 | GO:0016481 | negative regulation of transcription | 274 | 109 | 0.99 | 2.41E-11 |
| 45 | GO:0000087 | M phase of mitotic cell cycle | 239 | 104 | 0.98 | 5.62E-11 |
| 46 | GO:0000165 | MAPKKK cascade | 214 | 85 | 0.97 | 9.36E-05 |
| 47 | GO:0006814 | sodium ion transport | 198 | 105 | 0.97 | 2.53E-11 |
| 48 | GO:0045045 | secretory pathway | 288 | 115 | 0.96 | 3.26E-11 |

|  | **GO ID** | **GO Class** | **Probes in class** | **Genes in class** | **Raw score** | **FDR** |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | GO:0016072 | rRNA metabolism | 149 | 75 | 0.83 | 5.06E-10 | **C18:1** |
| 2 | GO:0016070 | RNA metabolism | 187 | 75 | 0.81 | 1.44E-10 |
| 3 | GO:0007266 | Rho protein signal transduction | 207 | 87 | 0.81 | 1.26E-10 |
| 4 | GO:0000087 | M phase of mitotic cell cycle | 239 | 104 | 0.79 | 2.53E-10 |
| 5 | GO:0007067 | mitosis | 268 | 114 | 0.78 | 3.37E-10 |
| 6 | GO:0007409 | axonogenesis | 275 | 112 | 0.77 | 1.01E-09 |
| 7 | GO:0043066 | negative regulation of apoptosis | 284 | 115 | 0.75 | 2.02E-10 |
| 8 | GO:0007243 | protein kinase cascade | 278 | 109 | 0.73 | 1.69E-10 |

|  | **GO ID** | **GO Class** | **Probes in class** | **Genes in class** | **Raw score** | **FDR** |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | GO:0009725 | response to hormone stimulus | 35 | 13 | 1.81 | 5.06E-10 | **C18:2** |
| 2 | GO:0006637 | acyl-CoA metabolism | 24 | 14 | 1.78 | 1.69E-10 |
| 3 | GO:0006333 | chromatin assembly or disassembly | 110 | 37 | 1.16 | 1.12E-10 |
| 4 | GO:0035023 | regulation of Rho protein signal transduction | 145 | 63 | 0.96 | 1.44E-10 |
| 5 | GO:0007266 | Rho protein signal transduction | 207 | 87 | 0.94 | 9.19E-11 |
| 6 | GO:0008284 | positive regulation of cell proliferation | 209 | 94 | 0.93 | 2.02E-10 |
| 7 | GO:0051056 | regulation of small GTPase mediated signal transduction | 195 | 86 | 0.91 | 1.01E-09 |
| 8 | GO:0019752 | carboxylic acid metabolism | 215 | 115 | 0.91 | 2.53E-10 |
| 9 | GO:0001558 | regulation of cell growth | 228 | 94 | 0.85 | 1.01E-10 |
| 10 | GO:0043067 | regulation of programmed cell death | 238 | 107 | 0.82 | 3.37E-10 |
| 11 | GO:0007167 | enzyme linked receptor protein signaling pathway | 305 | 115 | 0.82 | 1.26E-10 |

|  | **GO ID** | **GO Class** | **Probes in class** | **Genes in class** | **Raw score** | **FDR** |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | GO:0006637 | acyl-CoA metabolism | 24 | 14 | 2.48 | 1.26E-10 | **C18:3** |
| 2 | GO:0006732 | coenzyme metabolism | 63 | 35 | 1.45 | 8.43E-11 |
| 3 | GO:0019752 | carboxylic acid metabolism | 215 | 115 | 1.11 | 2.02E-10 |
| 4 | GO:0008203 | cholesterol metabolism | 122 | 55 | 1.02 | 3.37E-10 |
| 5 | GO:0006445 | regulation of translation | 133 | 48 | 0.99 | 1.12E-10 |
| 6 | GO:0006986 | response to unfolded protein | 138 | 64 | 0.94 | 1.01E-09 |
| 7 | GO:0006260 | DNA replication | 282 | 108 | 0.89 | 1.01E-10 |
| 8 | GO:0006928 | cell motility | 225 | 84 | 0.88 | 7.78E-11 |
| 9 | GO:0051242 | positive regulation of cellular physiological process | 201 | 91 | 0.83 | 2.53E-10 |
| 10 | GO:0043066 | negative regulation of apoptosis | 284 | 115 | 0.82 | 1.69E-10 |
| 11 | GO:0043065 | positive regulation of apoptosis | 283 | 117 | 0.81 | 9.19E-11 |
| 12 | GO:0006917 | induction of apoptosis | 241 | 106 | 0.79 | 5.06E-10 |
| 13 | GO:0007243 | protein kinase cascade | 278 | 109 | 0.78 | 1.44E-10 |

|  | **GO ID** | **GO Class** | **Probes in class** | **Genes in class** | **Raw score** | **FDR** |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | GO:0006637 | acyl-CoA metabolism | 24 | 14 | 2.20 | 1.01E-10 | **C20:5** |
| 2 | GO:0006732 | coenzyme metabolism | 63 | 35 | 1.33 | 8.43E-11 |
| 3 | GO:0019752 | carboxylic acid metabolism | 215 | 115 | 0.90 | 1.44E-10 |
| 4 | GO:0006986 | response to unfolded protein | 138 | 64 | 0.86 | 5.06E-10 |
| 5 | GO:0048514 | blood vessel morphogenesis | 236 | 98 | 0.83 | 1.69E-10 |
| 6 | GO:0009607 | response to biotic stimulus | 145 | 73 | 0.82 | 9.19E-11 |
| 7 | GO:0007243 | protein kinase cascade | 278 | 109 | 0.82 | 1.12E-10 |
| 8 | GO:0007067 | mitosis | 268 | 114 | 0.81 | 2.02E-10 |
| 9 | GO:0001525 | angiogenesis | 209 | 92 | 0.81 | 7.78E-11 |
| 10 | GO:0016568 | chromatin modification | 284 | 107 | 0.80 | 3.37E-10 |
| 11 | GO:0000087 | M phase of mitotic cell cycle | 239 | 104 | 0.78 | 1.26E-10 |
| 12 | GO:0030036 | actin cytoskeleton organization and biogenesis | 299 | 112 | 0.77 | 1.01E-09 |
| 13 | GO:0006325 | establishment and/or maintenance of chromatin architecture | 299 | 112 | 0.76 | 2.53E-10 |

|  | **GO ID** | **GO Class** | **Probes in class** | **Genes in class** | **Raw score** | **FDR** |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | GO:0006637 | acyl-CoA metabolism | 24 | 14 | 2.77 | 9.19E-11 | **C22:6** |
| 2 | GO:0006732 | coenzyme metabolism | 63 | 35 | 1.74 | 5.32E-11 |
| 3 | GO:0009408 | response to heat | 51 | 25 | 1.50 | 5.06E-10 |
| 4 | GO:0019395 | fatty acid oxidation | 38 | 21 | 1.50 | 7.22E-11 |
| 5 | GO:0019752 | carboxylic acid metabolism | 215 | 115 | 1.25 | 1.26E-10 |
| 6 | GO:0006986 | response to unfolded protein | 138 | 64 | 1.23 | 2.02E-10 |
| 7 | GO:0051789 | response to protein stimulus | 123 | 56 | 1.21 | 1.01E-09 |
| 8 | GO:0009266 | response to temperature stimulus | 68 | 38 | 1.16 | 1.44E-10 |
| 9 | GO:0009607 | response to biotic stimulus | 145 | 73 | 1.15 | 5.95E-11 |
| 10 | GO:0016070 | RNA metabolism | 187 | 75 | 0.97 | 7.78E-11 |
| 11 | GO:0012502 | induction of programmed cell death | 182 | 81 | 0.95 | 6.74E-11 |
| 12 | GO:0045045 | secretory pathway | 288 | 115 | 0.94 | 6.32E-11 |
| 13 | GO:0043066 | negative regulation of apoptosis | 284 | 115 | 0.93 | 1.12E-10 |
| 14 | GO:0008610 | lipid biosynthesis | 230 | 108 | 0.93 | 2.53E-10 |
| 15 | GO:0030036 | actin cytoskeleton organization and biogenesis | 299 | 112 | 0.91 | 3.37E-10 |
| 16 | GO:0007243 | protein kinase cascade | 278 | 109 | 0.91 | 1.01E-10 |
| 17 | GO:0043065 | positive regulation of apoptosis | 283 | 117 | 0.90 | 5.62E-11 |
| 18 | GO:0007067 | mitosis | 268 | 114 | 0.88 | 1.69E-10 |
| 19 | GO:0006260 | DNA replication | 282 | 108 | 0.87 | 8.43E-11 |

# Supplementary material for: Effect of Synthetic Dietary Triglycerides: A Novel Research Paradigm for Nutrigenomics
**Source:** PLoS One. 2008 Feb 27;3(2):e1681. doi: 10.1371/journal.pone.0001681
**Supplement:** Table S4 — Overlap in overrepresented Gene Ontology classes between dietary unsaturated fatty acids and fenofibrate and WY14643 based on analysis with Functional Class Score method, FDR<0.0001. (0.04 MB DOC)

| **Treatment** | **No. over-represented GO classes** | **No. GO classes overlapping with WY14643** | **% GO classes overlapping with WY14643** | **GO classes not in WY14643** |
| --- | --- | --- | --- | --- |
| WY14643 | 62 |  |  |  |
| fenofibrate | 48 | 40 | 83.3% | GO:0006084, acetyl-CoA metabolism;  GO:0006519, amino acid and derivative metabolism;  GO:0006695, cholesterol biosynthesis;  GO:0006816, calcium ion transport;  GO:0009308, amine metabolism;  GO:0009725, response to hormone stimulus;  GO:0016126, sterol biosynthesis;  GO:0043283, biopolymer metabolism |
| C18:1 | 8 | 5 | 62.5% | GO:0007409, axonogenesis;  GO:0016070, RNA metabolism;  GO:0016072, rRNA metabolism |
| C18:2 | 11 | 9 | 81.8% | GO:0007167, enzyme linked receptor protein signaling pathway;  GO:0009725, response to hormone stimulus |
| C18:3 | 13 | 11 | 84.6% | GO:0006445, regulation of translation;  GO:0006928, cell motility |
| C20:5 | 13 | 13 | 100% | - |
| C22:6 | 19 | 18 | 94.7% | GO:0016070, RNA metabolism |

How the deposited data were processed for this re-analysis (not part of the article)

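Gene expression was measured in the livers of 93 mice, WT and PPARα −/−, with 1 Affymetrix whole-genome array per mouse. The mice had received a synthetic triglyceride, WY14643, fenofibrate or the vehicle. The authors' values are probeset intensities from GC-RMA with an empirical Bayes background (GCRMA 2.20) and the normalization that their methods call quartile, and they had removed probesets of low variation. The intensities are on the linear scale, so their log2 was taken. The arrays fall into a first run (controls, WY14643, fenofibrate, C18:1, C20:5 and C22:6; 56 arrays) and a later run (controls, C18:2, C18:3 and C10:0; 37 arrays), and the median signal per array lay between 136 and 145 in the first run and between 154 and 168 in the later run. Every treatment was therefore compared with the controls of its own run and genotype. Controls of both runs were not pooled, and levels were set against controls of the other run only for the gene Cyp2b10. Neither the labels nor the paper say that mice with the same replicate number share anything, and the fits are unpaired. In 1 of 16 comparisons with controls, WY14643 in PPARα −/− mice, all 5 same-numbered pairs of arrays deviated together from their group means (correlations 0.11 to 0.30), so these numbers, by the data alone, were also taken as pairs.

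From 11463 probesets, 51 control probesets were left out, and those with an inter-quartile range (IQR) of at least 0.25 over the 83 arrays of the reported treatments were used (10349). C10:0 was added in a fit of all 93 arrays on the same probesets. Gene symbols came from the annotation of the platform; 10279 probesets carry 1 symbol, 406 several and 727 none, and only probesets with 1 symbol stand for genes. A gene counted as changed where any of its probesets was, and its value is that of the probeset with the highest mean signal. Values for single genes, differences between genotypes and direct contrasts between treatments come from limma's moderated test on a model with 1 mean per group, without an intensity trend. Adjusted p values follow Benjamini-Hochberg over all probesets of a comparison, and counts "adjusted over the list alone" follow it over the members of that list.

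The study's threshold is an unadjusted p under 0.01. PPARα dependence means a change at this threshold in WT mice and not in PPARα −/− mice; the alternatives were 2 other readings of the methods and a difference between the genotypes at this threshold. Overlap with WY14643 counts genes changed in the same direction. The share expected by chance was computed for independent lists. In 100 simulated draws the treatment and WY14643 were both unchanged groups, with shared controls where the real ones are shared. These draws show what shared controls alone give, not a chance level for the real WY14643 list. Agreement of changes was measured by Pearson's r, Spearman's rho and a least-squares slope through the origin. Of 39 gene lists written beforehand, 31 had at least 4 measured genes; they were tested with camera, with a preset correlation of 0.01 and again with an estimated one. The fatty acid oxidation score of a mouse is the mean over the genes of a list of its log2 signal minus the mean of its controls. Scores were compared with two-sided exact permutation tests, adjusted over 76 tests. Relative induction is the fold minus 1 as a percentage of the fold minus 1 with C22:6, over probesets that rose with WY14643 at this threshold.

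Named are the genes that the paper names; per treatment the 10 largest rises and falls in WT mice with an adjusted p under 0.05 and no overlap with the controls; per list the 4 largest changes; the 5 largest rises and falls found in both genotypes at this threshold; and the 10 largest differences each way between the controls of the genotypes. Exceptions, and genes of a list given for comparison across treatments, were chosen after their values were seen.

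Alternatives included no filter (11412 probesets), an IQR of at least 0.5 (5282), the IQR over all arrays (10432) or over WT arrays (9746), a log2 signal of at least 5 in at least 3 arrays (10255), a fold of at least 1.5, adjusted p values, an intensity trend, array weights, separate fits, median centring, quantile normalization and leaving out each array in turn. The fits were tested on simulated data with known changes. Functional classes of the Gene Ontology, the plasma and PamChip measurements and the quantitative PCR were not analysed here. The software was R 4.3.3, limma 3.58.1, data.table 1.17.8, Python 3.11.15 and matplotlib 3.10.9.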

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

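The tests chosen only after the result was seen were the fit of 2 groups, both tests of macrophages, the test of a response without PPARα, the test of Cyp2b10 against all other controls, the test of a single probeset and the test of the targets of CAR and PXR. In 20 of 266 groups of 4 or 5 mice, over 14 measures, 1 mouse lay further from its group than Dixon's 95% limit allows; chance gives about 1 in 20 groups, here 13.3. The peroxisomal fatty acid oxidation score was 0.54 in WT C22:6 replicate 3 (others 0.94 to 1.04). Ppara, in a probeset that does not separate the genotypes, had a log2 signal of 10.33 in PPARα −/− C18:1 replicate 2 (others 9.92 to 9.98), 10.43 in WT C20:5 replicate 5 (others 10.99 to 11.11) and 9.83 in PPARα −/− C10:0 replicate 1 (others 10.41 to 10.54). Cd36 had a log2 signal of 8.94 in WT C18:1 replicate 1 (others 7.77 to 8.04) and 6.45 in WT C18:3 replicate 1 (others 7.35 to 7.55). Fabp4 had a log2 signal of 7.72 in PPARα −/− WY14643 replicate 5 (others 5.96 to 6.09), 8.31 in PPARα −/− fenofibrate replicate 5 (others 6.20 to 6.61), 10.45 in PPARα −/− C10:0 replicate 5 (others 6.94 to 7.77) and 7.79 in PPARα −/− C18:3 replicate 5 (others 7.16 to 7.33). Txnip had a log2 signal of 8.86 in PPARα −/− control replicate 3 (others 7.76 to 7.99) and 8.68 in later WT control replicate 1 (others 9.09 to 9.15). Srebf1 had a log2 signal of 7.16 in PPARα −/− control replicate 3 (others 8.15 to 8.42). Nr1i3 had a log2 signal of 8.22 in later WT control replicate 1 (others 9.21 to 9.39). Ahr had a log2 signal of 8.52 in PPARα −/− WY14643 replicate 5 (others 9.21 to 9.32) and 9.93 in PPARα −/− C18:3 replicate 5 (others 8.94 to 9.13). Pdk4 had a log2 signal of 8.10 in WT C20:5 replicate 5 (others 5.57 to 6.25) and 7.60 in PPARα −/− C18:2 replicate 5 (others 6.45 to 6.72). Ehhadh had a log2 signal of 10.81 in WT C20:5 replicate 3 (others 11.59 to 11.64). Cyp4a14 had a log2 signal of 2.26 in PPARα −/− control replicate 1 (others 1.86 to 1.94).

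The change by a treatment differed between WT and PPARα −/− mice at an adjusted p under 0.05 for 1709 probesets with WY14643, 728 with fenofibrate, 304 with C22:6, 109 with C18:3, 3 with C20:5 and 2 with C10:0. C10:0, a treatment that the paper does not report, changed 165 probesets in WT mice and 716 in PPARα −/− mice at an adjusted p under 0.05.

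More probesets changed in PPARα −/− mice than in WT mice with C22:6 (1671 against 937), C18:3 (1424 against 721), C10:0 (1144 against 585), C18:1 (606 against 237) and C18:2 (511 against 401), and fewer with C20:5 (141 against 337). For C18:2 this turned with an adjusted p under 0.05 (37 against 48), array weights (350 against 692) and separate fits of the genotypes (385 against 501). The other settings, apart from leaving out 1 array, kept it. Array weights also turned it for C22:6 (1290 against 1380). Macrophages are argued against as the whole source with C18:3 and C22:6. With C18:3 their 12 markers had a mean change of -0.16 in PPARα −/− mice. With C22:6, after correction for these markers, 1398 probesets changed against 969 in WT mice. For C22:6, arrays that stand apart are a candidate explanation, since without PPARα −/− replicates 2 and 5 the number was 686 against 1016, and of the 10 pairs that can be left out only replicates 2 and 3 (588) also brought it below WT. So is the spread of this group, the largest of all (mean variance 0.249), since a fit of only the 2 groups gave 554 against 604; both concern C22:6 alone, and the same fit gave 887 against 459 for C18:3 and 607 against 102 for C18:1. For C22:6 a response to fat that needs no PPARα cannot be told apart from these. For C18:3 these candidates do not apply, but the test of such a response did not decide. The genes of fatty acid and triglyceride synthesis, which fell with C18:3 in PPARα −/− mice, did not pass as a set with an estimated correlation (adjusted p = 0.649).

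In the first run the replicate-5 WT arrays of C18:1, C20:5, C22:6 and fenofibrate stood apart from the others of their groups on the first principal component (22.9% of the variance). Differences in the distribution of signal left in the authors' values are argued against, since after quantile normalization the gap was 0.986 of what it had been. These values had already been normalized, with median signals of 136 to 145 in this run. A cause that acted before the authors' normalization cannot be judged by this test. A difference in RNA quality is consistent with the 3 prime to 5 prime signal of actin and Gapdh, which lay within the range of the other mice in 0 of the 4 arrays. Another share of other cell types cannot be told apart from it: markers of Kupffer cells were higher by 0.37 (exact permutation p = 0.072), of endothelial cells by 0.30 (exact permutation p = 0.0032) and of stellate cells by 0.06 (exact permutation p = 0.530), and the lists are short. No biological explanation was tested, since the labels give none for these 4 mice.

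Cyp2b10, a cytochrome of drug metabolism and a target of CAR, had a mean log2 signal of 2.92 in the later PPARα −/− controls, 6.44 with C18:2, 8.25 with C18:3 and 9.14 with C10:0. Low controls are argued against, since each treated mean lay at least 2.01 above the highest of the 12 other controls. These come from both runs, whose signal levels differ, but the highest of them in the later run, a WT control, had 4.29. The later PPARα −/− controls lay 0.49 above the lowest first-run control of this genotype, a comparison across runs among the lowest signals. A single faulty probeset is argued against as well, since 3 of 3 probesets of the gene passed with C18:3, with rises of at least 6.00, 6.12 and 5.33. A joint response of CAR and PXR targets cannot be told apart from a change of this gene alone, since the list did not pass with an estimated correlation (adjusted p = 0.649). With fenofibrate in the first run the PPARα −/− mean was 6.16 (2.94 to 9.00) against 2.64 in controls, a change of at least 3.52 (adjusted p = 0.12). In WT mice the value with C18:3 was 2.22 (adjusted p = 0.22). With C10:0 the WT mean was 6.88 (4.92 to 10.20) against 3.27 (2.88 to 4.29) in controls, so high signals were not confined to PPARα −/− mice.

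Fabp4 stood high in replicate 5 of the PPARα −/− WY14643, fenofibrate, C18:3 and C10:0 groups; adipose tissue in these samples cannot be told apart from a change in liver, since Car3 (12.10, 12.64, 12.85 and 12.55), which liver also expresses, stood high in 0 of the 4 groups, and Cidec, left out of the test beforehand, was highest in replicate 5 with WY14643 (2.86; others 2.47 to 2.72) and C18:3 (4.83; others 2.73 to 3.40) but mostly lay among the lowest signals.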

How the results depend on the processing

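The settings chosen only after the results were seen were the fits of only the 2 groups compared or of each run without a filter, those without the replicate-5 arrays or without PPARα −/− C22:6 replicates 2 and 5, and the pairs of PPARα −/− WY14643 and control mice. Over all settings other than leaving out 1 array, 0 results, each taken by itself, reversed their direction. Numbers of changed probesets, shares and overlaps have no direction of their own, and they were classed only as unmoved or moved. The order of such numbers was not scored. Under some settings it turned between PPARα −/− and WT mice for C18:2 and C22:6. It also turned between C18:2 and C20:5 in WT mice. All 42 values of r and all 42 slopes moved by less than the spread between mice, and so did relative induction in 95 of 105 cases. Of 263 numbers of changed probesets, 203 stayed within 1.5 times. The PPARα-dependent share stayed within its 95% interval over probesets in 116 of 158 cases, and the overlap with WY14643 was classed as unmoved in 90 of 118. Of 6471 values of named genes, 6160 kept their side of the threshold, 215 lost a call and 96 gained one. Of the 215 lost calls, 131 were lost in the fit of only the 2 groups compared. In that fit 409 of 540 values kept their side and 0 gained a call. Of 276 score tests 251 kept their side, and of 322 list tests 193. In data simulated at the size of the C18:1 groups, 65.7% of the 1.5-fold changes and 91.0% of the 2-fold changes were found at the study's threshold. Of 183 pairs of same-numbered arrays of a run and genotype, 78 deviated together from their group means with a correlation over 0.1 (range -0.47 to 0.52), and 31 of 93 arrays correlated best with their own number. Outside the paired comparison of WY14643 in PPARα −/− mice, the replicate block is therefore given as an alternative alone, although replicate 5 of 4 WT groups stood apart together. With the replicate block of these PPARα −/− mice, WY14643 changed 193 probesets (174 without it), and apart from the mitochondrial score, for which 5 pairs allow no exact p under 0.0625, it changed no other call. Apart from the level of Cyp2b10, comparisons with the controls of both runs pooled, or of the other run, were not run. The signal level per array differed between the runs, which may have been normalized apart. Where a value below moved, the cause was not tested, unless named.

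An adjusted p under 0.05 in place of that of the study was stricter, except for WY14643 in WT mice (2761 probesets against 2575). With it, 165 probesets changed in WT mice for C10:0, 48 for C18:2, 353 for C18:3, 58 for C20:5 and 597 for C22:6. For C18:1 the number was 0 in limma's test, with 806 at an unadjusted p under 0.05. Changed probesets in PPARα −/− mice came to 716 for C10:0, 117 for C18:1, 37 for C18:2, 6 for C20:5, 0 for WY14643 and 8 for fenofibrate. Dependence on PPARα came to 60.0% for C10:0, 89.6% for C18:2, 100% for C20:5, 100% for WY14643 and 99.7% for fenofibrate. WY14643 shared 56.6% for C10:0, 82.1% for C18:2, 79.8% for C18:3, 97.7% for C20:5, 92.7% for C22:6 and 93.1% for fenofibrate. With the threshold of the study and a fold change of at least 1.5, also stricter, the probesets changed in WT mice numbered 308 for C10:0, 101 for C18:1, 216 for C18:2, 376 for C18:3, 177 for C20:5, 530 for C22:6 and 1045 for fenofibrate. In PPARα −/− mice, the numbers of changed probesets were 598 for C10:0, 313 for C18:1, 295 for C18:2, 779 for C18:3, 85 for C20:5, 881 for C22:6, 102 for WY14643 and 74 for fenofibrate. As PPARα-dependent counted 86.1% for C18:1, 83.02% for C22:6 and 98.8% for fenofibrate. Overlap of genes with WY14643 was 53.2% for C18:1, 88.5% for C22:6 and 92.2% for fenofibrate. With an IQR of at least 0.5, which leaves 5282 probesets, changed probesets in WT mice came to 372 for C10:0, 106 for C18:1, 262 for C18:2 and 1606 for WY14643. The probesets changed in PPARα −/− mice numbered 676 for C10:0, 398 for C18:1, 338 for C18:2, 827 for C18:3, 976 for C22:6 and 117 for fenofibrate. The PPARα-dependent share was 85.8% for C18:1, 79.0% for C18:2 and 97.5% for WY14643. The overlap with WY14643 was 60.7% for C18:1, 66.3% for C18:2, 73.7% for C18:3, 90.3% for C22:6 and 92.0% for fenofibrate. With only the 2 groups compared in the fit, in WT mice, the numbers of changed probesets were 102 for C18:1, 459 for C18:3 and 604 for C22:6. Changed probesets in PPARα −/− mice came to 334 for C18:2, 887 for C18:3, 554 for C22:6 and 114 for fenofibrate. Dependence on PPARα came to 87.3% for C18:1, 80.4% for C18:3 and 90.2% for C22:6. WY14643 shared 39.0% for C10:0, 37.8% for C18:1, 48.1% for C18:2, 62.6% for C18:3 and 80.9% for C20:5. With array quality weights, the probesets changed in WT mice numbered 1065 for C10:0, 692 for C18:2, 1216 for C18:3 and 891 for C20:5. In PPARα −/− mice, the numbers of changed probesets were 1142 for C18:1, 339 for C20:5 and 847 for WY14643. As PPARα-dependent counted 86.7% for C18:1, 86.8% for C18:2, 90.8% for C20:5, 84.1% for C22:6, 91.1% for WY14643 and 96.5% for fenofibrate. Overlap of genes with WY14643 was 78.7% for C20:5. With relative induction taken as the ratio of the folds, which puts an unchanged probeset well above 0, the median relative induction of fatty acid and triglyceride synthesis was 77.9% for C18:1 and 81.0% for C20:5. The median relative induction of mitochondrial fatty acid oxidation was 77.6% for C10:0, 74.2% for C18:1 and 86.7% for C20:5. The median relative induction of peroxisomal fatty acid oxidation was 78.8% for C10:0, 68.3% for C18:1, 82.96% for C18:2 and 83.6% for C20:5. With a difference between the genotypes required at the same threshold, the PPARα-dependent share was 9.74% for C10:0, 14.8% for C18:1, 13.5% for C18:2, 23.9% for C18:3, 21.1% for C20:5, 33.6% for C22:6, 64.4% for WY14643 and 54.9% for fenofibrate. With PPARα dependence taken by a first reading of the methods, dependence on PPARα came to 79.3% for C10:0, 88.8% for C18:2, 82.8% for C18:3, 90.0% for C22:6, 99.0% for WY14643 and 99.2% for fenofibrate. By a second reading, as PPARα-dependent counted 99.0% for WY14643. With scores over genes that rose with WY14643 alone, the mitochondrial score difference in PPARα −/− mice passed at 0.15 for C20:5 against controls (exact permutation test, adjusted p = 0.041). The mitochondrial score difference in PPARα −/− mice no longer passed at 0.14 for WY14643 against controls (exact permutation test, adjusted p = 0.052). The peroxisomal score difference in WT mice passed at 0.74 for C10:0 against controls (exact permutation test, adjusted p = 0.041). The peroxisomal score difference in WT mice no longer passed at 0.42 for C18:1 against controls (exact permutation test, adjusted p = 0.065). With replicate numbers as a block within the run, changed probesets in PPARα −/− mice came to 223 for C20:5 and 312 for fenofibrate. The PPARα-dependent share was 96.7% for fenofibrate. With each array centred on its median, the mitochondrial score difference in PPARα −/− mice no longer passed at 0.13 for WY14643 against controls (exact permutation test, adjusted p = 0.08). The peroxisomal score difference in WT mice no longer passed at 0.28 for C18:1 against controls (exact permutation test, adjusted p = 0.07). With the genotypes in separate fits, dependence on PPARα came to 69.6% for C10:0 and 98.6% for WY14643. As the ratio of the log2 folds, the median relative induction of peroxisomal fatty acid oxidation was 66.1% for C20:5. With overlap counted in either direction, the overlap with WY14643 was 56.0% for C10:0. After quantile normalization of all arrays, the peroxisomal score difference in WT mice no longer passed at 0.28 for C18:1 against controls (exact permutation test, adjusted p = 0.065). With the representative probeset of each gene alone, the peroxisomal score difference in WT mice no longer passed at 0.28 for C18:1 against controls (exact permutation test, adjusted p = 0.068). With the probeset of the largest IQR as representative, the peroxisomal score difference in WT mice no longer passed at 0.16 for WY14643 against fenofibrate (exact permutation test, adjusted p = 0.052).

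Without the 4 replicate-5 WT arrays of the first run, the probesets changed in WT mice numbered 149 for C18:1. The mitochondrial score difference in WT mice no longer passed at 0.32 for C20:5 against C18:1, 0.51 for C22:6 against C18:1, 0.54 for WY14643 against C22:6, 0.30 for WY14643 against fenofibrate and 0.78 for fenofibrate against controls (exact permutation test, adjusted p = 0.059 each). The mitochondrial score difference in WT mice no longer passed at 0.36 for C20:5 against controls and 0.55 for C22:6 against controls (exact permutation test, adjusted p = 0.10 each). The peroxisomal score difference in WT mice no longer passed at 0.25 for C18:1 against controls, 0.40 for C20:5 against C18:1, 0.65 for C20:5 against controls, 0.62 for C22:6 against C18:1, 0.87 for C22:6 against controls, 0.44 for WY14643 against C22:6, 0.17 for WY14643 against fenofibrate, 0.27 for fenofibrate against C22:6 and 1.14 for fenofibrate against controls (exact permutation test, adjusted p = 0.059 each). With only the 2 groups compared and no filter, in WT mice, the numbers of changed probesets were 121 for C18:1. Changed probesets in PPARα −/− mice came to 927 for C18:3, 212 for C20:5, 587 for C22:6 and 125 for fenofibrate. As PPARα-dependent counted 69.3% for C10:0, 80.5% for C18:3 and 90.3% for C22:6. WY14643 shared 38.2% for C10:0, 32.0% for C18:1, 48.2% for C18:2, 60.1% for C18:3, 80.0% for C20:5 and 86.3% for fenofibrate. Without PPARα −/− C22:6 replicates 2 and 5, the probesets changed in PPARα −/− mice numbered 686 for C22:6. The PPARα-dependent share was 90.6% for C22:6. With each run in its own fit and no filter, overlap of genes with WY14643 was 44.6% for C10:0.

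With 1 array left out, the probesets changed in WT mice ranged from 94 (without WT control replicate 2) to 355 (without WT control replicate 1) for C18:1 and 235 (without WT later control replicate 1) to 553 (without WT later control replicate 2) for C18:2. The PPARα-dependent share ranged from 96.5% (without PPARα −/− control replicate 3) to 99.1% (without PPARα −/− WY14643 replicate 1) for WY14643, 96.7% (without PPARα −/− fenofibrate replicate 5) to 98.6% (without PPARα −/− control replicate 5) for fenofibrate and 88.0% (without PPARα −/− control replicate 3) to 96.1% (without WT control replicate 1) for C18:1. It ranged from 92.6% (without WT control replicate 2) to 97.0% (without PPARα −/− control replicate 2) for C20:5, 73.4% (without WT control replicate 2) to 87.8% (without PPARα −/− C22:6 replicate 2) for C22:6 and 71.1% (without WT later control replicate 1) to 88.1% (without WT later control replicate 2) for C18:2. It ranged from 70.5% (without WT later control replicate 1) to 80.0% (without PPARα −/− later control replicate 3) for C18:3 and 54.9% (without WT later control replicate 1) to 71.6% (without PPARα −/− later control replicate 2) for C10:0. The overlap with WY14643 ranged from 86.6% (without WT fenofibrate replicate 5) to 91.3% (without WT fenofibrate replicate 3) for fenofibrate, 78.0% (without WT control replicate 2) to 92.1% (without WT control replicate 3) for C20:5 and 51.1% (without WT later control replicate 2) to 63.4% (without WT later control replicate 3) for C18:2. It ranged from 63.7% (without WT later control replicate 1) to 69.4% (without WT C18:3 replicate 5) for C18:3 and 41.3% (without WT later control replicate 1) to 52.2% (without WT later control replicate 2) for C10:0. The slope on WY14643 ranged from 0.669 (without WT fenofibrate replicate 2) to 0.714 (without WT control replicate 1) for fenofibrate and 0.111 (without WT C18:1 replicate 5) to 0.225 (without WT control replicate 1) for C18:1. The correlation with WY14643 ranged from 0.298 (without WT C18:1 replicate 5) to 0.448 (without WT control replicate 1) for C18:1. The relative induction of mitochondrial fatty acid oxidation ranged from 1.71% (without WT control replicate 2) to 17.1% (without WT control replicate 3) for C18:1. The relative induction of fatty acid and triglyceride synthesis ranged from 22.1% (without WT control replicate 2) to 51.6% (without WT control replicate 3) for C18:1 and 20.4% (without WT later control replicate 1) to 82.9% (without WT later control replicate 4) for C10:0. The mitochondrial score difference in WT mice ranged from 0.78 (without WT fenofibrate replicate 5) to 0.82 (without WT control replicate 3) for fenofibrate against controls, 0.34 (without WT C20:5 replicate 2) to 0.40 (without WT C20:5 replicate 3) for C20:5 against controls and 0.55 (without WT C22:6 replicate 5) to 0.69 (without WT C22:6 replicate 3) for C22:6 against controls. It ranged from 0.27 (without WT fenofibrate replicate 4) to 0.30 (without WT fenofibrate replicate 5) for WY14643 against fenofibrate, 0.39 (without WT C22:6 replicate 3) to 0.54 (without WT C22:6 replicate 5) for WY14643 against C22:6 and 0.11 (without WT C22:6 replicate 3) to 0.25 (without WT C22:6 replicate 5) for fenofibrate against C22:6. It ranged from 0.19 (without WT C22:6 replicate 5) to 0.33 (without WT C22:6 replicate 3) for C22:6 against C20:5 and 0.39 (without WT C18:3 replicate 3) to 0.51 (without WT C18:3 replicate 1) for C18:3 against controls. The peroxisomal score difference in WT mice ranged from 1.02 (without WT control replicate 2) to 1.22 (without WT control replicate 1) for fenofibrate against controls, 0.14 (without WT control replicate 2) to 0.34 (without WT control replicate 1) for C18:1 against controls and 0.52 (without WT control replicate 2) to 0.71 (without WT control replicate 1) for C20:5 against controls. It ranged from 0.78 (without WT control replicate 2) to 0.99 (without WT C22:6 replicate 3) for C22:6 against controls, 0.15 (without WT fenofibrate replicate 4) to 0.18 (without WT WY14643 replicate 4) for WY14643 against fenofibrate and 0.32 (without WT C22:6 replicate 3) to 0.44 (without WT C22:6 replicate 1) for WY14643 against C22:6. It ranged from 0.15 (without WT C22:6 replicate 3) to 0.28 (without WT C22:6 replicate 1) for fenofibrate against C22:6, 0.22 (without WT C20:5 replicate 3) to 0.35 (without WT C22:6 replicate 3) for C22:6 against C20:5 and 0.63 (without WT later control replicate 1) to 0.84 (without WT later control replicate 2) for C18:3 against controls. The probesets changed in PPARα −/− mice ranged from 97 (without PPARα −/− WY14643 replicate 1) to 341 (without PPARα −/− control replicate 3) for WY14643, 141 (without PPARα −/− fenofibrate replicate 4) to 333 (without PPARα −/− fenofibrate replicate 2) for fenofibrate and 90 (without PPARα −/− C20:5 replicate 3) to 159 (without PPARα −/− C20:5 replicate 4) for C20:5. Their number ranged from 963 (without PPARα −/− C22:6 replicate 2) to 1985 (without PPARα −/− C22:6 replicate 1) for C22:6, 250 (without PPARα −/− C18:2 replicate 4) to 642 (without PPARα −/− C18:2 replicate 5) for C18:2 and 903 (without PPARα −/− C18:3 replicate 5) to 1535 (without PPARα −/− C18:3 replicate 1) for C18:3. The mitochondrial score difference in PPARα −/− mice ranged from 0.11 (without PPARα −/− control replicate 5) to 0.17 (without PPARα −/− control replicate 3) for WY14643 against controls, 0.16 (without PPARα −/− fenofibrate replicate 1) to 0.21 (without PPARα −/− control replicate 3) for fenofibrate against controls and 0.072 (without PPARα −/− later control replicate 3) to 0.18 (without PPARα −/− later control replicate 1) for C18:2 against controls. It ranged from 0.14 (without PPARα −/− later control replicate 3) to 0.24 (without PPARα −/− later control replicate 1) for C18:3 against controls. For the scores, fewer samples are a cause: with 2 controls or 4 treated mice, fewer groupings remain and the smallest exact p rises. Over these settings 4317 of 4759 values of named genes kept their side of the threshold, 382 lost a call, 60 gained one, and 0 reversed.

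Other splits of the same mice were counted for each number of changed probesets, given here as the splits with as many probesets, the real split included, with the real number and the highest of the other splits in parentheses. These shares were not corrected for the number of comparisons. The share was under 0.05 for WY14643 (WT) 1 of 35 (2575; 1679), fenofibrate (WT) 1 of 56 (1582; 697), C18:1 (PPARα −/−) 3 of 100 (606; 663), C18:3 (WT) 3 of 100 (721; 843) and C18:3 (PPARα −/−) 1 of 100 (1424; 1408). So it was for C22:6 (WT) 1 of 56 (937; 760), C22:6 (PPARα −/−) 2 of 100 (1671; 1735), C10:0 (WT) 4 of 100 (585; 721), the controls of the genotypes in the first run 1 of 56 (1224; 733) and the controls of the genotypes in the later run 1 of 35 (1082; 1009). It was also under 0.05 for WY14643 and C22:6 (WT) 1 of 100 (1495; 1155), C22:6 and C18:1 (WT) 2 of 100 (803; 895) and C20:5 and C18:1 (WT) 3 of 100 (535; 639). Where another split gave more probesets than the real one, as for C22:6 (PPARα −/−) and C10:0 (WT), chance is not excluded. Chance cannot be excluded for WY14643 (PPARα −/−) 20 of 100 (174; 528), fenofibrate (PPARα −/−) 44 of 100 (200; 508), C18:1 (WT) 6 of 56 (237; 348), C18:2 (WT) 2 of 35 (401; 531) and C18:2 (PPARα −/−) 13 of 100 (511; 983). Nor can it for C20:5 (WT) 4 of 56 (337; 564), C20:5 (PPARα −/−) 21 of 100 (141; 248), C10:0 (PPARα −/−) 5 of 100 (1144; 1569), C22:6 and C20:5 (WT) 7 of 100 (173; 253) and C18:3 and C18:2 (WT) 33 of 100 (59; 355). It also cannot be for C18:3 and C10:0 (WT) 20 of 100 (141; 687) and C18:2 and C10:0 (WT) 11 of 100 (169; 504). For WY14643 in PPARα −/− mice the 16 splits that part every same-numbered pair, with the pairs as a block, are too few for a share under 0.05 (193; 248). For the agonists in PPARα −/− mice and for C18:2, C18:3 and C10:0 against each other, other splits gave more than 2 times the real number, which points to a structure of the mice other than the treatment; what it is was not tested.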

Differences from the paper's values

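The fits of only the 2 groups compared without a filter, and of each run without a filter, were chosen only after the values were seen; 4 specifications were tried in all, and the first of these left 0 of 86 compared values different, against 16 of 86 as reported in the passages. A value classed as not different need not equal that of the paper. For C18:1 in WT mice, 94 and 142 probesets were both classed as not different from 120. The counts below use the threshold of the paper, an unadjusted p under 0.01. The paper gives 78 mice, 4 to 5 per group; the counts here come from 83 arrays, with 3 WT controls in the first run, and which arrays the paper used is not known, a limit of every comparison below.

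For C18:1 in WT mice, 237 probesets changed here against 120 in the paper's supplement, 111 up against the paper's 51 and 126 down against the paper's 69, and 217 were PPARα-dependent against the paper's 107. Of the alternatives set before the data were examined, 3 gave no difference for each of these: a fold of at least 1.5 (101, 53, 48 and 87), an IQR of at least 0.5 (106, 54, 52 and 91) and only the 2 groups compared (102, 47, 55 and 89). The total was also not different without WT C18:1 replicate 5 (142) or without WT control replicate 2 (94). The other alternatives set before the data were examined, among them no filter, an intensity trend, array weights and adjusted p values, stayed different. With only the 2 groups compared and no filter, chosen after seeing the values, the numbers were 121, 52, 69 and 107.

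In genes, C18:1 changed 200 here against the paper's 114, 94 up against the paper's 47 and 106 down against the paper's 67, and 91 were shared with WY14643 against the paper's 37. A fold of at least 1.5 gave no difference for the total (77), the rises (42) and the shared genes (41), an IQR of at least 0.5 likewise (84, 44 and 51), and only the 2 groups compared likewise (82, 38 and 31). The representative probeset alone gave no difference for the total (154) and the falls (83). The falls stayed different under all other alternatives set before the data were examined, as did the other 3 values outside those named. Chosen after seeing the values, only the 2 groups compared and no filter gave 100, 43, 57 and 32.

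C18:3 lowered 265 probesets and 211 genes here against the paper's 133 and 117, and C22:6 lowered 383 probesets against the paper's 221. There was no difference with a fold of at least 1.5 (108, 91 and 186), an adjusted p under 0.05 (98, 82 and 218), an IQR of at least 0.5 (145, 116 and 201) or only the 2 groups compared (121, 98 and 195), and a difference under the others set before the data were examined. The fit of only the 2 groups compared without a filter, chosen after seeing the values, gave 132, 108 and 222.

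For the diagram of genes shared by WY14643, C18:1 and C22:6, the paper's numbers were read by eye. Up in all 3 were 34 genes here against the paper's about 15 in Fig. 3A, read by eye; a fold of at least 1.5 (20) and only the 2 groups compared (14) gave no difference. Down in all 3 were 46 against the paper's about 9 in Fig. 3A, read by eye; only the 2 groups compared (6) gave none. Up with C18:1 and C22:6 but not WY14643 were 11 against the paper's about 3 in Fig. 3A, read by eye; a fold of at least 1.5 (2), an IQR of at least 0.5 (4) and only the 2 groups compared (2) gave none. Up with C18:1 alone were 43 against the paper's about 25 in Fig. 3A, read by eye; array weights (31), only the 2 groups compared (18) and the representative probeset alone (33) gave none. Down with WY14643 and C18:1 but not C22:6 were 5 against the paper's about 9 in Fig. 3A, read by eye; no filter (6) and only the 2 groups compared (7) gave none. The other alternatives set before the data were examined left each of these different. With only the 2 groups compared and no filter, chosen after seeing the values, the numbers were 14, 7, 2, 23 and 7, and with each run in its own fit and no filter, chosen likewise, the last was 11.

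The paper ranks the fatty acids by the share of changes that depend on PPARα, with C20:5 first, C22:6 next, then C18:1, C18:2 and C18:3. Here C20:5 was also first (94.7%) and C18:3 last (74.3%), but C18:1 (91.6%) and C18:2 (83.3%) came before C22:6 (80.4%). With only the 2 groups compared the C22:6 share was 90.2%, ahead of C18:1 (87.3%). Without PPARα −/− C22:6 replicates 2 and 5, chosen after seeing the values, the C22:6 share was 90.6%. These shares count a change as dependent when it is absent at the threshold in PPARα −/− mice; the methods of the paper add changes found there with a smaller fold. With such changes of a fold under 1.5 in PPARα −/− mice counted as well, the share was 90.0% for C22:6, 88.8% for C18:2 and 82.8% for C18:3, so C22:6 came before C18:2 but not before C18:1 (93.7%); with those counted whose fold in WT mice was over 1.5 times that in PPARα −/− mice, another reading of the methods, C22:6 stayed behind C18:2 (83.3%). The paper calls the genes regulated without PPARα few; here 148 probesets changed in the same direction in both genotypes with C22:6 and 173 with C18:3, against 18 with C20:5 and 20 with C18:1. The paper states that no fatty acid-responsive transcription factor was significantly lower in PPARα −/− mice. Here Srebf1 was lower in the controls by -1.26 (adjusted p = 0.051 in the first run, 0.049 in the later run and 0.0011 for their mean). Hnf4a, Nr1h3, Nr1h4, Rxra, Rela and Mlxipl did not pass. The order of the fatty acids by the number of changed genes was the same as in the paper. In probesets, C18:2 (401) came before C20:5 (337). That turned with array weights (692 against 891), an adjusted p under 0.05 (48 against 58), only the 2 groups compared (313 against 316) and quantile normalization (323 against 338). The other settings that gave both numbers kept it. Without replicate 1 of the later WT controls the C18:2 number was 235.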

Other observations

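The comparison of macrophage markers between genotypes and the values without PPARα −/− control replicate 1 were chosen only after the values were seen. The labels give the genotypes different substrains, so the differences between untreated mice below may come from the substrain as well as from PPARα. Where 1 genotype lay among the lowest signals of the arrays, the difference is a lower bound. Without treatment, PPARα −/− livers had less Cyp4a14 than WT livers by at least 7.45 (adjusted p = 8.5e-31, mean of both runs), less Vnn1 by at least 6.66 (adjusted p = 9.4e-39) and less Fgf21, a fasting hormone of the liver, by at least 3.31 (adjusted p = 8.2e-13). Decr2, which prepares unsaturated fatty acids for peroxisomal β-oxidation, was lower by -2.96 (adjusted p = 2.3e-18). Of the 21 genes of mitochondrial fatty acid oxidation, 16 were lower (18 adjusted over the list alone), and of the 18 of peroxisomal fatty acid oxidation 13 were lower and 1 higher (13 adjusted over the list alone), with an adjusted p = 3.1e-06 and 3.2e-05 with an estimated correlation. Sult1e1, a sulfotransferase of estrogens, was higher by 5.83 (adjusted p = 3.0e-19), Sqle, of cholesterol synthesis, by at least 4.01 (adjusted p = 7.4e-13), and Usp18, an interferon-induced protease, by at least 3.95 (adjusted p = 1.2e-11). Of 17 genes of cholesterol synthesis 14 were higher (14 adjusted over the list alone; adjusted p = 0.13 with an estimated correlation), and of 18 interferon response genes 15 were higher (16 adjusted over the list alone; adjusted p = 0.035 with an estimated correlation). Between the controls 1224 probesets differed in the first run and 1082 in the later run at the threshold of the study.

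C10:0 raised Sult1e1 by 4.07 (standard error 0.56, adjusted p = 1.3e-06) in 5 WT mice against 4, Pdk4 by 3.36 (adjusted p = 0.0015), Cyp4a14 by 2.28 and Ehhadh by 1.38 (adjusted p = 0.00036). Sult1c2, another sulfotransferase, changed by -1.45 (adjusted p = 0.0059) in WT mice and -1.35 (adjusted p = 0.0041) in PPARα −/− mice. Of the 20 PPARα targets 4 rose (7 adjusted over the list alone; adjusted p = 0.023 with an estimated correlation). The mitochondrial score was 0.22 (exact permutation test, adjusted p = 0.11) and the peroxisomal score 0.54 (exact permutation test, adjusted p = 0.052). C10:0 changed 585 probesets in WT mice and 1144 in PPARα −/− mice at the threshold of the study, 200 of them in the same direction in both, and 50.4% of the 448 genes changed in WT mice changed the same way with WY14643. In PPARα −/− mice it raised Cyp2b10 by at least 6.22 (adjusted p = 4.2e-05) and 8 of 23 acute phase and complement genes (14 adjusted over the list alone; adjusted p = 0.36 with an estimated correlation). C18:1 raised 4 of 18 interferon response genes in PPARα −/− mice (12 adjusted over the list alone; adjusted p = 0.086 with an estimated correlation), among them Usp18 by 2.35 (adjusted p = 0.012).

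Markers of Kupffer cells and macrophages were higher in PPARα −/− than in WT mice in 10 of 10 groups, and the difference passed for C18:1 (0.99), C18:2 (0.61) and C22:6 (1.80; exact permutation test, adjusted p = 0.026 each). PPARα −/− control replicate 1 had a mean marker signal of 4.67, against 6.28 to 7.45 in the other controls of its group. Without it the marker changes in PPARα −/− mice were 0.04 with WY14643, 0.10 with fenofibrate, 0.22 with C18:1, 0.62 with C22:6 and -0.17 with C20:5, against 0.51, 0.56, 0.69, 1.08 and 0.30 with it.

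C20:5, C22:6, C18:1 and fenofibrate were compared with the same controls as WY14643. Their overlap with WY14643 was above the simulated mean for each, but the highest simulated share was above it for C22:6 (87.2%) and C18:1 (63.7%). WY14643 was simulated as unchanged too, so neither comparison gives a chance level for the real overlap. For C18:2 and C18:3, which have other controls, the overlap was 58.8% and 68.4%. Part of the overlap of the first group may come from the shared arrays, since leaving out WT control replicate 2 moved that of C20:5 to 78.0% and leaving out WT control replicate 3 moved it to 92.1%.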
